# Pronounced impairment of B cell differentiation during bone regeneration in adult immune experienced mice

**DOI:** 10.3389/fimmu.2025.1511902

**Published:** 2025-03-03

**Authors:** Mireille Ngokingha Tchouto, Christian H. Bucher, Ann-Kathrin Mess, Simon Haas, Katharina Schmidt-Bleek, Georg N. Duda, Dieter Beule, Miha Milek

**Keywords:** immune experience, bone healing, osteotomy, B cell, differentiation, adaptive immunity

## Abstract

**Introduction:**

Alterations of the adaptive immune system have been shown to impact bone healing and may result in impaired healing in some patients. Apart from T cells, B cells are the key drivers of adaptive immunity. Therefore, their role in age-associated impairments of bone healing might be essential to understand delays during the healing process. B cells are essential for bone formation, and their dysfunction has been associated with aging or autoimmune diseases. But whether age-associated changes in B cell phenotypes are involved in bone regeneration is unknown.

**Methods:**

Here, we aimed to characterize the role of immune aging in B cell phenotypes during the early inflammatory phase of bone healing. By comparing non-immune experienced with young and immune experienced mice we aimed to analyze the effect of gained immune experience on B cells. Our single cell proteo-genomics analysis quantified thousands of transcriptomes of cells that were isolated from post osteotomy hematoma and the proximal and distal bone marrow cavities, and enabled us to evaluate cell proportion, differential gene expression and cell trajectories.

**Results:**

While the B cell proportion in young and non-immune experienced animals did not significantly change from 2 to 5 days post osteotomy in the hematoma, we found a significant decrease of the B cell proportion in the immune experienced mice, which was accompanied by the decreased expression of B cell specific genes, suggesting a specific response in immune experienced animals. Furthermore, we detected the most extensive B cell differentiation block in immune-experienced mice compared to non-immune experienced and young animals, predominantly in the transition from immature to mature B cells.

**Discussion:**

Our results suggest that the pronounced impairment of B cell production found in immune experienced animals plays an important role in the initial phase leading to delayed bone healing. Therefore, novel therapeutic approaches may be able target the B cell differentiation defect to retain B cell functionality even in the immune experienced setting, which is prone to delayed healing.

## Introduction

Bone healing following an injury or surgery is a physiological process that in almost all cases leads to full reconstitution and tissue regeneration (1, 2). Almost all individuals will at some point in their life undergo such a cascade of full bone regeneration but in an estimated number of 10-20% of cases, healing is delayed or absent (1, 3). Successful healing requires an orchestrated sequence of cellular and molecular events that initially include a pro- and anti-inflammatory phase (1). After fracture, a hematoma is formed from coagulating blood, bone debris and invading cells from its surrounding tissue (4). Cells that function in the innate and adaptive immune response contribute to the bone healing process. Apart from macrophages, neutrophils and cytotoxic T lymphocytes contribute to the pro-inflammatory phase by releasing cytokines to initiate an inflammatory state (4). In elderly patients, this phase can be prolonged, which may result in delayed or impaired bone healing (5–8).

Previous work has shown that delayed healing is associated with advanced immune experience (9). Furthermore, in elderly patients, cells that characterize an increased adaptive immune response have been shown to impact bone healing (10). Several cellular phenotypes have been identified that alter the healing outcome in the elderly, eventually resulting in delayed healing (11, 12). In aged individuals, the differentiation of hematopoietic stem cells (HSC) towards myeloid cells was found to be promoted and resulted in lower numbers of B and T lymphocytes (13–15). In addition, in humans the proportion of naive T cells decreased during aging (16, 17), whereas the proportion of memory T cells increased (18–20), and was correlated with prolonged healing (2, 9).

However, B cells and their phenotypes – also a key element of adaptive immunity – have surprisingly been less researched, even though they may be highly important during the inflammatory phase of bone healing (21, 22). In addition, B cell dysfunction has been associated with aging or autoimmune diseases of the bone (23–25). Atypical B cells are formed in B cell compartments, and harbor distinct phenotypes such as altered gene expression profiles, proliferation, and variation in B cell receptor repertoires (23). Since dysfunctions of B cells are common in the aging population, alterations of B cell phenotypes might be prominent determinants of impaired, delayed or pro-longed bone healing by affecting the pro-inflammatory phase and/or later stages post fracture.

Investigation of the role of B cells in bone healing in young mice by Könnecke et al. (26) and Zhang et al. (27) revealed that the proportion of B cells decreased during the inflammatory phase but was restored 14 days after fracture. In addition, immunomodulatory properties of B cells have been recently investigated in the context of bone healing in human patients (21, 22). The results of these studies suggest that specific B cell functions are required for favorable bone healing outcome but provide little insight into the effect of altered B cell phenotypes on bone healing in elderly individuals. It remains unclear what effect chronological aging has on the B cell phenotype and how immune-aging affects B cells and their function during bone healing (22).

Here, we investigated the cellular and molecular characteristics of B cells during early bone healing in a mouse osteotomy model (28). We aimed at differentiating the effect of chronological aging from gained immune experience at the early time points during bone healing and therefore compared three female mouse groups which corresponded to differential bone healing outcomes. We observed the strongest alteration of the B cell phenotype in the hematoma of immune experienced mice from 2 to 5 days post osteotomy, particularly in the impairment of immature to mature B cell differentiation, which was accompanied by the decreased expression of several B cell specific genes, and could be a result of increased expression of interferon associated genes in monocytes and decreased expression of interferon receptors in B cells. While non-immune experienced animals showed a smaller B cell differentiation block, the most pronounced impairment was detected in immune experienced animals. Our work therefore suggests that the altered B cell phenotype may contribute to delayed healing in elderly patients.

## Materials and methods

### Animal experiments

C57BL/6N female mice were purchased from Charles River Laboratories at an age of 6 weeks. Different mouse age at the time of osteotomy and different housing conditions enabled the comparison of 3 types of mice: 12 weeks old, maintained under non-specific pathogen free (SPF) conditions, 26 weeks old under SPF conditions and 26 weeks old under non-SPF conditions. For this purpose, mice were housed under SPF conditions (non-experienced immune status, NE), meaning that individually ventilated cages were placed behind a barrier (change of clothing, masks and gloves), while non-SPF mice (experienced immune status, IE) were housed in cages with grid lid in a room that was freely accessible. All mice were monitored according to FELASA guidelines and were healthy. Non-SPF mice encountered environmental pathogens inducing an immunological memory, changing their naïve T cell pool slowly and individually towards higher percentages of effector memory T cells. This experimental design has been published previously for 3 and 12 months old animals (10). To confirm that the differences between IE and NE animals that we had observed in 3 and 12-months-old mice could also be confirmed in the 6-months-old mice, radiographics of the femurs were taken at 21 days after osteotomy (exemplary images displayed in **Figure 1**). In the young immune-naïve animals (**Figure 1**. left; young), complete bridging of the osteotomy gap was seen neatly aligned with the cortical bone and bone marrow cavity already re-opened, indicating callus remodeling. In the chronologically older animals (**Figure 1** middle; NE) bridging of callus was only seen on one side while not yet bridged on the cisco cortex with no signs of remodeling of the marrow cavity present. In the age-matched immune experienced group (**Figure 1**, right; IE) the callus was not filling the osteotomy gap, the cortical bone ends were not bridged, showed thinner ends with signs of bone resorption. This resembled the capping of the marrow channel seen in delayed or non-union cases. The female mouse models used are illustrated by the representative images, each which match well our earlier described female mouse model data for 3 and 12 months old animals (PMID: 36028760). Overall, female mice show a retarded healing compared to their male counterparts and thus represent a more valid animal model system in regard to bone healing in human (PMID: 34434120, 20652815).

**Figure 1:**
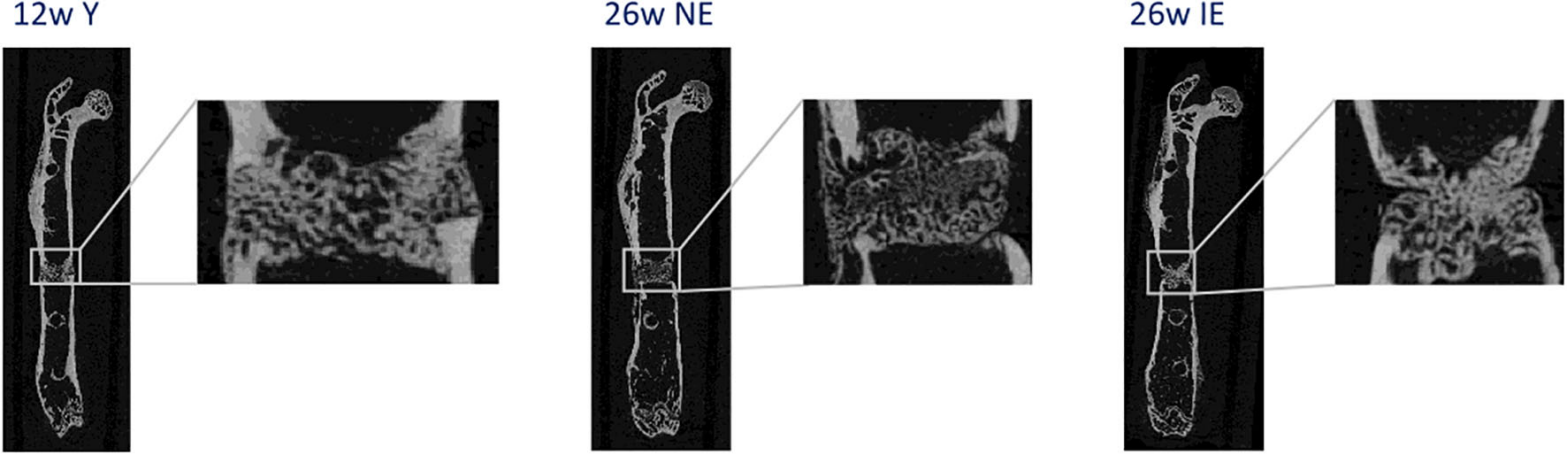
Representative radiographs of the healing process 21 days after osteotomy for young (left), NE (middle) and IE (right) animals stabilized with an external fixation device.

Bone regeneration was studied using the above-mentioned 3 mouse types following osteotomy of the left femur and fixation such that fast and effective healing would be enabled (external fixation by a rigid MouseExFix, RISystem, Davos, Switzerland). Briefly, mice were anesthetized with a mixture of isoflurane and oxygen. After initial shaving of the thigh the fixation was positioned with two proximal and distal pins. Thereafter, a 0.7 mm osteotomy was introduced between the middle pins by using a Gigli wire (RISystem, Davos, Switzerland). The first line analgesia was done with Bubrenorphine pre surgery, antibiotics with clindamycine. Tramadol was added post-surgery to the drinking water for 3 days.

### Mouse osteotomy

Animals were intraperitoneally injected with a mixture of medetomidine and ketamine to induce deep anesthesia. Thereafter, animals were euthanized by cervical dislocation. The osteotomized femur was extracted and stored for transportation in ice cold phosphate-buffered saline (PBS). The fracture gap and proximal and distal regions from the osteotomy were separated and single cell suspensions were taken by flushing the bones and filtering the probes through cell culture meshes for each of these regions separately. For sorting, cells were stained with fluorescently labeled antibodies, oligonucleotide labeled hashtag antibodies and oligonucleotide labeled surface protein antibodies (TotalSeq, BioLegend, San Diego, USA) before pooling the sample for three animals each. An enrichment sort for low abundant cells was performed by decreasing highly abundant cells (staining: Ly6G, CD45R/B220, CD11c, Live/Dead, Ter119, CD41) before cell encapsulation according the 10X Genomics protocol. With 2 timepoints post osteotomy (5 and 2 days) and 3 regions for each bone (hematoma, proximal and distal), this experimental setup consisted of 18 experimental groups with 3 mice per group, i.e. 54 mice in total.

### Library preparation and high-throughput sequencing

Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (Dual Index) with Feature Barcode technology for Cell Surface Protein (CG000317 Rev C) was used according to the manufacturer’s protocol to construct the libraries. Libraries were sequenced on the Illumina NovaSeq 6000 sequencer. Demultiplexing was carried out with bcl2fastq (v2.20, Illumina) with default parameters.

### Single cell RNA-seq data processing

Cellranger count v7.1.0 (10X Genomics) was used to process the raw sequencing reads, which included alignment to the mouse genome (mm10) and generation of count matrices with mRNA and ADT read counts. The count data was then processed according to standard Seurat (29) (v4.1.1) processing. Demultiplexing was carried out within Seurat using the HTODemux function. This allowed us to remove doublets. In total, 14810 (58.55%) of all droplets were single cells with a median of 2100 expressed mRNAs. Next, principal component analysis (PCA) was carried out by using regression of the difference between the G2M and S cell cycle gene scores. We completed the pre-processing step of the RNA assay by filtering cells based on the number of mRNAs per cell (cells with >6500 mRNAs/genes were removed), the percentages of mitochondrial (cells with <10% were removed) and ribosomal (cells with <25%) genes. This resulted in the recovery of 87.19% (n = 12913) cells. In addition, the protein expression (ADT) data was normalized using Seurat’s centered log ratio method. Moreover, the individual samples were integrated using FindAnchors and IntegrateData functions to minimize potential batch effects. We investigated the effect of different covariates (sample, timepoint, batch, group) on the results of the data integration. We found that data integration, where we compensated for group-based batch effects, gave the most reproducible result in terms of cell cluster composition. We re-ran the PCA on the significantly variable genes, and the top 20 principal components were selected as input for both UMAP embedding and clustering. For clustering, we used the FindClusters function implemented in the Seurat package, specifying the resolution of 1.0.

### Cell annotation

Seurat’s FindAllMarkers function was used to identify the differentially expressed genes in each cluster compared with all other clusters. To annotate the clusters, we combined Seurat’s MapQuery function using the Tabula Muris (30) droplet dataset as a reference. In addition, we used manual annotation by applying key marker genes for specific cell types that were based on previously published studies (31, 32). Once the cell types were annotated, we calculated the cell type proportions in each sample.

### Differential expression analysis

Due to a low number of cells detected, we summed the gene-wise read count for each sample over all cells and performed differential pseudobulk expression analysis with DESeq2 (33). The proximal, hematoma and distal bone marrow samples from one animal were considered as paired samples. This was considered in the DESeq2 model design by including the mice ID information (i.e. ~mouseID + group). Pairwise comparisons between different groups were extracted from the same results object, such that total variance from all samples in the experiment was considered.

To perform gene set enrichment analysis on the DESeq2 results, we used tmod (34), whereby a gene list sorted by DESeq2 P value was input into tmodCERNOtest function. As a threshold for tmod results, which outputs adjusted P value, as well as effect size (AUC), we considered enriched pathways to have an AUC>=0.65, and an adjusted P value < 0.05. To define genes with increased or decreased expression we used a cutoff of adjusted P value <0.05 and absolute log2-transformed fold change of >0.5. The immune related gene sets for pathway enrichment, were provided by the tmod package and are publicly available (35, 36).

We used tmod’s ggEvidencePlot function to visualize the genes in specific B cell pathways. We then used this list of genes as input to the Seurat AddModuleScore function to estimate the cell-wise score for this gene set and to determine, in which cell types they were mainly expressed. To exclude potential effects of different sized groups for comparison, we randomly downsampled our results to 500 cells for each group. We then visualized the difference between the IE hematoma at 2 days and 5 days with a boxplot and performed a Wilcoxon rank sum test to assess significance at *p < 0.05, **p < 0.01 and ****p< 0.0001.

### Pseudotime analysis

For trajectory inference, we used Slingshot (37) and Monocle3 (38). This analysis was carried out only on B cells (pre/pro-B, immature and mature) and the hematopoietic precursor cells (HPCs), which were sub-clustered using the Seurat FindClusters function. Due to the low number of plasma cells detected per sample and because of vast differences in their transcriptional profile in comparison with other B cells, we did not include them in the trajectory analysis. After clustering, we manually re-annotated the new clusters of HPCs and B cells using marker gene expression information. Next, we converted the Seurat object into the SingleCellExperiment (39) (sce) object and provided it as input to Slingshot. For the pseudotime trajectory estimation, we used HPCs as the starting cluster.

Wilcoxon rank sum test was used to compare cell-wise pseudotime values between mice groups with significance at *p < 0.05, **p < 0.01 and ****p< 0.0001. For trajectory inference analysis using Monocle3, we provided the same Seurat object as for Slingshot. The data were then transformed into a monocle main class “cell_data_set” and, using the learn_graph function, we were able to fit a main graph to each partition. The cells were then ordered according to pseudotime by manually selecting the nodes in the graph that indicate the start of the trajectory. Here, we selected the nodes corresponding to the hematopoietic precursor cells as our roots.

## Results

### Single cell analysis of murine B cells post osteotomy

To better understand the role of B cells in bone healing, we assayed immune cells in the bone marrow (BM) osteotomy microenvironment at the single cell level. 

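Immune cells of the osteotomized femur were profiled in 18 female mice by droplet-based single cell RNA sequencing with hashtag antibodies and tagged antibodies against surface proteins (CITE-seq). An osteotomy is a surgical division of the bone, and the hematoma is the blood clot that forms in the gap. The groups were young mice of 12 weeks, NE mice of 26 weeks and IE mice of 26 weeks, each with 3 mice killed on day 2 and 3 on day 5 post osteotomy. The hematoma, the proximal and the distal bone marrow were taken from each mouse, which gives 54 samples in 18 groups of 3. The methods state 54 mice in total, while Table S1 lists 18 mouse IDs with 3 regions each. The labels conflict as well. Table S2 names the 26-week groups in reverse of Table S1 and Fig. 3, and Table S1 lists the young mice as non-SPF. The mouse IDs were used here with the groups of Table S1 and Fig. 3. Before encapsulation the cells were sorted against abundant cells with antibodies to Ly6G, CD45R/B220, CD11c, Ter119 and CD41. Every cell share is therefore a share of the cells left by a sort that acts on neutrophils, B cells, dendritic cells, erythroid cells and megakaryocytes. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene, antibody tag and cell barcode, made with Cell Ranger 7.1.0 from reads aligned to mm10, before demultiplexing and cell filters.
The 12 libraries hold 25473 cell barcodes. Each hematoma library pools 3 mice of 1 group and day, and each marrow library pools the proximal and distal cells of the same 3 mice. A difference between libraries and a difference between groups or days therefore cannot be told apart. Cells were assigned to mice with HTODemux, kept at up to 6500 genes and under 10% mitochondrial UMIs, and clustered with Seurat after integration by mouse group. For gene expression, the counts of the kept cells of each sample were summed and the 54 sums were fitted together with edgeR. Shares, scores and pseudotime were compared between mice. The joint fit of genes holds 3 sums of each mouse, 1 per region, with a correlation of 0.135 between them that edgeR does not model.
The summed hematoma samples held 1470178 to 7018490 UMIs in IE mice at day 2 (median 3081980) and 103737 to 4867440 at day 5 (median 3625206). In NE mice the range was 9210263 to 24083480 at day 2 (median 15144542) and 6210966 to 10923353 at day 5 (median 8658283). Young mice had 1877927 to 2307641 UMIs at day 2 (median 2164832) and 853549 to 2694009 at day 5 (median 1892257). The smallest sample is the third IE mouse at day 5, with 21 cells, and the largest is the first NE mouse at day 2, with 1452 cells. In the proximal marrow, the IE range was 1439678 to 1656235 at day 2 (median 1627927) and 1454830 to 1754415 at day 5 (median 1732586). Proximal NE samples held 2280553 to 5554417 at day 2 (median 3500219) and 4757885 to 6788022 at day 5 (median 5201378). Proximal young samples held 1469390 to 2239234 at day 2 (median 2109589) and 1029420 to 1384639 at day 5 (median 1039041). Distal IE samples held 871113 to 2151585 at day 2 (median 1721225) and 1436787 to 2656748 at day 5 (median 1774408). Distal NE samples held 1178599 to 4651786 at day 2 (median 4603556) and 3949596 to 8214128 at day 5 (median 5345581). Distal young samples held 990137 to 2100832 at day 2 (median 2068389) and 1013758 to 1085793 at day 5 (median 1043798).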

Since bone healing outcome is known to be negatively affected by ageing, we used a previously published mouse model (28) to compare 12 and 26 weeks old mice. In addition, to differentiate the effect of chronological ageing from gained immune experience, we compared female animals maintained either in the specific pathogen free (SPF) environment (non-immune experienced, NE), or the non-SPF environment (immune experienced, IE). Due to known differences in the healing progression within different regions of the fracture microenvironment, we studied differences in their immune cell composition by dissecting 3 different anatomical regions from each bone (hematoma, proximal and distal). To gain insight into the early cellular dynamics during the inflammatory phase of bone regeneration, mice were sacrificed 2 and 5 days post osteotomy. An overview of the experimental groups, which were defined by mouse type, compartment, and time points post osteotomy are given in **Supplementary Table S1**.

To overcome common technical biases, the single cell experiment was carried out using hash-tag multiplexing (**Figure 2A**). After cell dissociation, enrichment for white blood cells, labeling, cell encapsulation and library preparation were performed, followed by the multi-modal single cell assay, which included transcriptome quantification and surface protein detection (**Figure 2A**) (40). We achieved high recovery of cells after the demultiplexing procedure, which in addition allowed us to bioinformatically remove doublets (**Supplementary Figure S1C**). 

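Of the 25473 barcodes, 14836 (58.24%) carried the hashtag of 1 sample and were called single cells, 4963 carried several hashtags and were called doublets, and 5674 carried none. Single cells made up 51.95% to 66.86% of the barcodes in 11 of the 12 libraries. The NE hematoma library of day 5 stood below this range, with 1843 single cells (43.06%) and 1588 doublets among 4280 barcodes. If cells of 1 mouse join as often as cells of different mice, undetected doublets make up an estimated 43.08% of its single cells, against 5.265% to 11.5% in the other libraries. The estimate also takes every barcode called a doublet as a true one. Kept cells of this library were no deeper, with a median of 11485.5 UMIs against 13101 in the NE hematoma library of day 2. An unnamed cluster with neutrophil genes in the lead (Ngp, Camp, Ltf) holds 196 of the kept cells of the day 5 library (11.5%), against 0.9358% of NE hematoma cells at day 2. Over all single cells the median number of detected genes was 2868.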

After quality control filtering, standard single cell data processing (see Methods for details) led to the quantification of 12913 single cell transcriptomes. 

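The limits on genes and mitochondrial UMIs left 13363 cells, 90.07% of the single cells, with a median of 11642 UMIs and 2966 genes per cell. Among the hematomas those of NE mice gave the most cells, 3099 at day 2 and 1704 at day 5. The IE hematomas gave 673 and 536 cells, and the young hematomas 428 and 439. The methods also name a ribosomal limit of 25% whose direction the wording leaves open. Removing cells above it would leave 11325 cells (76.33%), and that reading was run as an alternative.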

Clearly separated cell clusters (**Supplementary Figure S1A**) were obtained and showed expression of specific gene expression markers (**Supplementary Figure S1B**). A combination of manual annotation and projection of query cells onto a murine BM reference (30) (**Supplementary Figure S1D**) resulted in the identification of 12 cell types (**Figure 2B**), including expected major immune cell types such as monocytes, neutrophils, T and B cells. 

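Clustering placed the 13363 cells in 31 clusters, and 24 of them could be named from their marker genes as 13 cell types. These were B cells, T cells, NK cells, plasma cells, monocytes, macrophages, neutrophils, myeloid precursors, conventional and plasmacytoid dendritic cells, basophils, erythroblasts and HPCs. The other 7 clusters, with 2747 cells, stayed unnamed because their markers did not meet all parts of the naming rule. One unnamed cluster of 688 cells with a median of only 629 UMIs was led by Alox15, Prg2, Ccr3 and Ear2, genes known from eosinophils, together with the noncoding RNA Snhg9. The rule for naming clusters was set after their leading genes had been seen and before any share was compared between groups.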

Expected mRNAs were expressed in the detected cell types (**Figure 2C**), such as Cd3g for T cells, Cd79a, Ebf1 and Cd19 for B cells, as well as Cd34, Kit and Flt3 for hematopoietic precursor cells (HPCs).

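Cd79a, a signalling chain of the B cell receptor, was detected in 98.03% of 965 B cells, and Ebf1, a transcription factor that sets B cell identity, in 98.45%. Cd19, a coreceptor of the B cell receptor, was detected in 67.15%. In T cells, which should lack these genes, the shares were 2.256%, 0.9667% and 1.289%. The median depth was 4416 UMIs in B cells and 5872 UMIs in T cells. Cd3g, a chain of the T cell receptor complex, was detected in 87.33% of 931 T cells and in 0.9326% of B cells. In 501 HPCs at a median of 18967 UMIs, Cd34 was detected in 76.65%, the stem cell factor receptor Kit in 70.26% and the cytokine receptor Flt3 in 73.25%, against 2.148%, 2.9% and 1.396% in T cells.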

**Figure 2:**
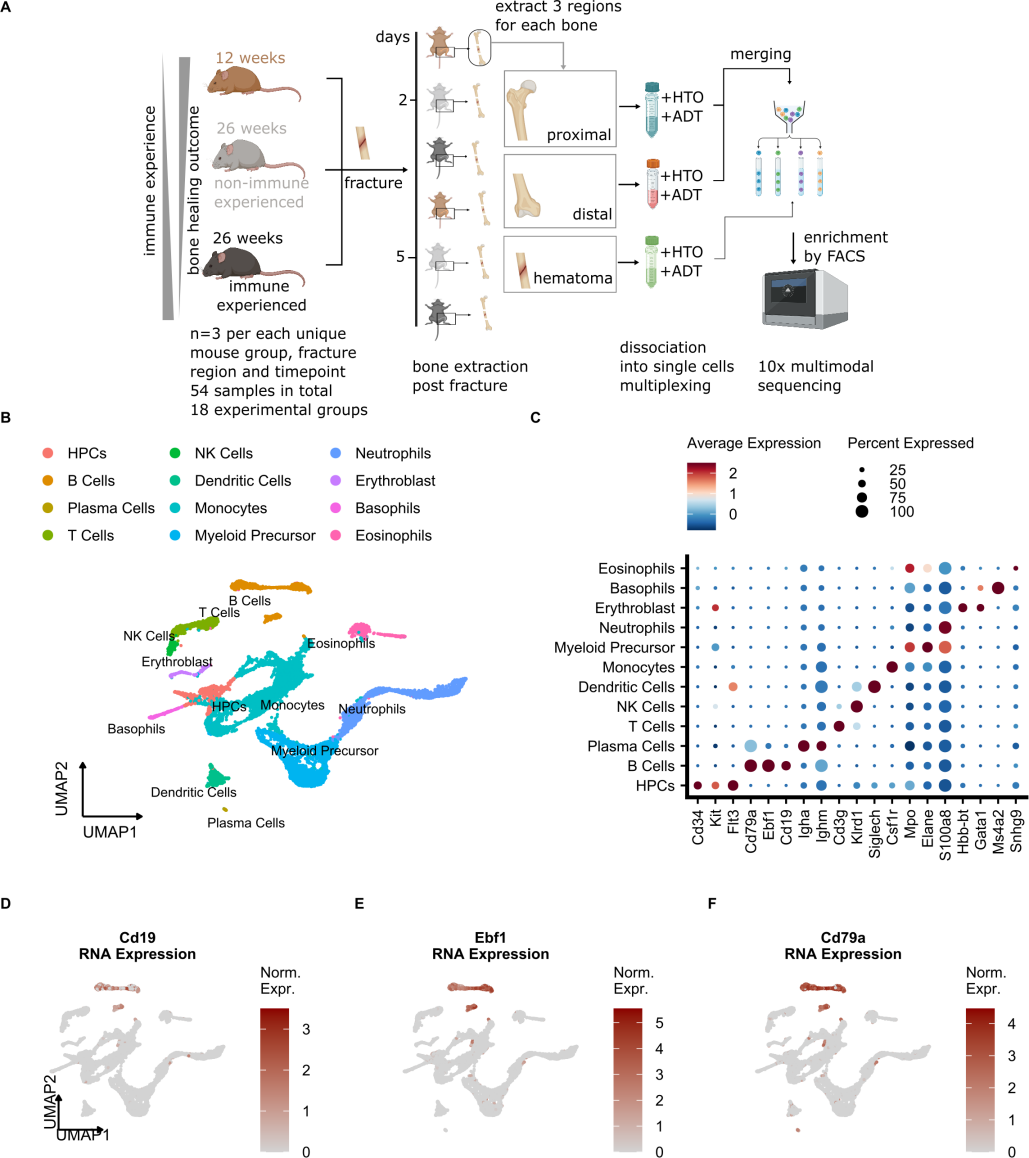
Single cell analysis of the mouse osteotomy microenvironment detects common immune cell types. **(A)** Schematic of the experimental setup. 12-week (young), 26-week specific-pathogen-free (SPF, non-immune experienced, NE) and 26-week non-SPF (immune experienced,IE) mice undergoing osteotomy (n=3 per group). After 2 and 5 days, the mice were sacrificed and the proximal, hematoma and distal bone marrow were harvested from each bone. After washing of the bone sections, the individual cells were dissociated, and labeling of cells with oligonucleotide-tagged antibodies for cell hashing (HTO) and detection of other cell-surface proteins (ADT, Cd19, Cd4, Cd8a, Cd3, Cd335) was performed. After pooling, cells were sorted by a multi-layer FACS approach, followed by single-cell droplet encapsulation with microbeads, library preparation and next-generation sequencing. **(B)** UMAP embedding of cell types detected in this study. Annotated cell clusters are shown in different colors. **(C)** Dot plot of average normalized mRNA expression values and percentage of all cells that express a given cell type marker. **(D-F)** UMAP embedding of cells detected in this study showing the cell-wise normalized expression of B cell marker genes.

To evaluate total bone marrow composition, we next calculated cell type proportions in NE and IE mice and compared them with other published bone marrow datasets (10, 27, 30, 31). 

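Neutrophils were the largest named population, with 3052 of the 13363 kept cells (22.84%), followed by monocytes with 2565 cells (19.19%). B cells made up 7.22% and T cells 6.967%. Plasmacytoid dendritic cells made up 4.423%, conventional dendritic cells 4.228%, HPCs 3.749%, myeloid precursors 3.734%, NK cells 2.006%, basophils 1.789%, erythroblasts 1.684% and macrophages 1.10%. The cells of the unnamed clusters made up 20.56%. All are shares after the sort against Ly6G, CD45R/B220, CD11c, Ter119 and CD41, so they are not the shares of the marrow itself.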

We found that the highest cell proportions in our dataset corresponded to granulocytes and monocytes, followed by B and T cells, which was confirmed by the previously published results (**Supplementary Figure S1E**). 

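In the deposited counts, 3 clusters carried the B cell markers. The first held 440 cells and was led by genes of mature B cells, among them Ms4a1, which encodes CD20, Ighd, the heavy chain of IgD, and the low-affinity IgE receptor Fcer2a. A second held 365 cells and was led by the recombinase gene Rag1, Ebf1 and Vpreb3. The third held 160 cells and was led by Vpreb1 and Igll1, which encode the surrogate light chain of B cell precursors. Over the 3 clusters together, Cd38 was detected in 46.53% of cells, Fcer2a in 20.73% and Vpreb1 in 15.65%. In T cells, at a median depth of 5872 UMIs against 4416 in B cells, the shares were 10.31%, 0.3222% and 1.396%.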

According to the mRNA expression of B cell marker genes (**Figures 2D-F**, **Supplementary Figure S1B**), we were able to detect 3 clusters (13, 15 and 27), which according to the marker gene expression (Fcer2a, Cd38, Vpreb1) corresponded to the mature, immature and pre/proB differentiation states, respectively (**Supplementary Figure S1B**). Our analysis also detected a low number of plasma cells, which are commonly underrepresented in BM scRNA-seq (41) and not located in neighboring clusters with respect to other B cell subtypes (42) because their transcriptional profiles are vastly different. Therefore, we excluded plasma cells from our downstream B cell proportion and trajectory inference analysis (see Methods for details). 

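Plasma cells numbered 68, which is 0.5089% of the kept cells. Jchain, the joining chain of secreted antibodies, was detected in 98.53% of them, against 12.95% of B cells at a lower median depth of 4416 UMIs (33910 in plasma cells). The heavy chain gene Igha was detected in 91.18% of plasma cells and in 30.5% of T cells, which do not make it, so part of the antibody RNA in other cells is free RNA.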

In summary, the major BM cell types including B cell subtypes were successfully detected in our model system.

### B cell proportion decrease in the hematoma of IE but not in NE and young mice

We next evaluated the differences in B cell proportion between the mouse groups. We thus calculated cell proportions as percentage of total cells detected in each sample (**Supplementary Table S2**). No differences in B cell proportions were observed between different compartments (hematoma vs. proximal vs. distal) 5 days post osteotomy (**Supplementary Figures S2A, B**). However, when comparing B cell proportions from 2 to 5 days post osteotomy in the same mouse type and within the same compartment, we observed a significant decrease in the proportion of B cells in the hematoma of IE mice (**Figure 3A**). In addition, a less extensive decrease occurred proximal to the osteotomy (**Figure 3B**). 

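At day 5, B cells made up 5.12% ± 2.38 of the hematoma cells (SD, n = 9 mice), 7.20% ± 2.64 of the proximal and 5.72% ± 4.53 of the distal marrow cells. The hematoma stood 2.08 percentage points below the proximal marrow of the same mice on average (a difference of -2.08, exact two-sided sign-flip permutation test, p = 0.0547). Between hematoma and distal marrow the mean difference was -0.602 (p = 0.723 by the same exact test), and between proximal and distal marrow it was 1.48 (p = 0.312 by the exact test). Within the IE mice alone, the hematoma differed from the proximal marrow by -4.77 (exact p = 0.25, the smallest p that 3 pairs allow). With the other reading of the ribosomal limit the difference between hematoma and proximal marrow was -2.08 (exact permutation p = 0.0312), so its call depends on the cells kept. Without single mice this p ranged from 0.0156 to 0.109. With B cells defined by surface CD19 protein the direction turned, with 5.261 for hematoma minus proximal and 5.356 for hematoma minus distal marrow.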

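In IE hematomas, B cells made up 14.08% ± 3.65 of the cells at day 2 and 3.20% ± 3.07 at day 5 (SD, n = 3 mice each), a mean difference of -10.87 percentage points. The day 2 mice had 17.39%, 10.16% and 14.67% B cells. Of the day 5 mice, one had 14 B cells in 229 cells (6.11%, 95% Clopper-Pearson interval 3.38 to 10.04) and another 10 in 286 (3.50%, 1.69 to 6.34). The third had none in 21 cells (95% Clopper-Pearson interval 0 to 16.11). Every day 5 mouse lay below every day 2 mouse (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow), so this group alone cannot reach 0.05. The intervals cover counting error only. B cells defined by surface CD19 protein differed by -8.08 percentage points between the days. By that definition young hematomas differed by 5.864, and the mean difference over the 3 mouse groups was -0.5094. With B cells called by cluster that mean difference was -5.18 percentage points, with all 3 groups lower at day 5. Its exact permutation within groups gave a two-sided p of 0.007, and 0.0588 after adjustment over the 42 tests of cell types and regions.

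**Figure D1:**
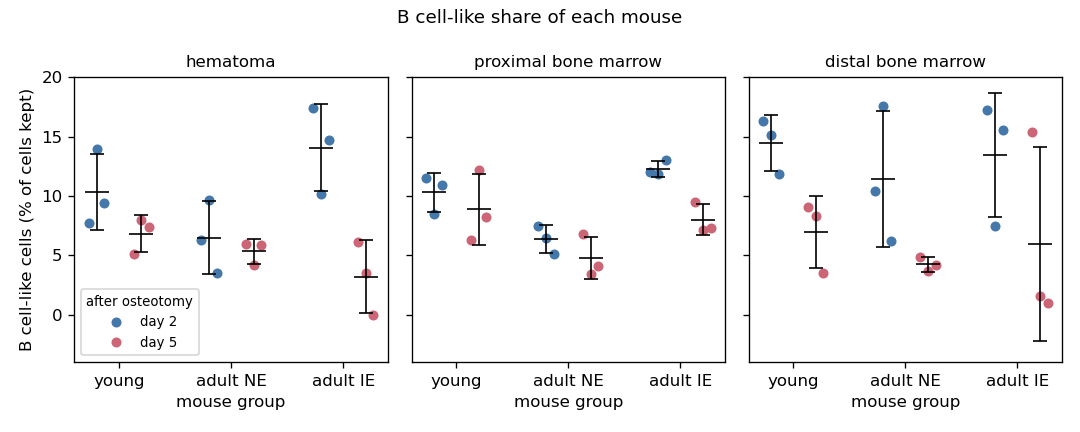
Percent of B cells among all kept cells (vertical axis) by region, mouse group and day post osteotomy (horizontal axis). Points are single mice, lines are the means of 3 mice and error bars the SD. In the IE hematoma all 3 mice of day 5 lie below all 3 mice of day 2.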

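In the proximal marrow of IE mice, the B cell share was 12.29% ± 0.661 at day 2 and 7.97% ± 1.30 at day 5 (SD, n = 3 mice each). The mean difference was -4.32 percentage points, and again each day 5 mouse lay below each day 2 mouse (exact two-sided permutation test, p = 0.1, the smallest possible). With B cells called from RNA counts alone, the difference was -1.851 percentage points.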

We did not observe any significant change in the B cells proportion in the area distal to the osteotomy (**Figure 3C**). 

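In the distal marrow, B cells were fewer at day 5 than at day 2 in the means of all 3 mouse groups. The share was 13.43% ± 5.21 and 5.96% ± 8.17 in IE mice, 11.42% ± 5.74 and 4.23% ± 0.619 in NE mice, and 14.44% ± 2.34 and 6.97% ± 3.05 in young mice (SD, n = 3 mice per day). No group could pass 0.05 alone (exact two-sided permutation p = 0.2 in IE, 0.1 in NE and 0.1 in young mice). Over the 3 groups together the mean difference was -7.38 percentage points (exact permutation within groups, two-sided p = 0.00525, 0.0551 after Benjamini-Hochberg adjustment over 42 tests of cell types and regions). A single IE mouse at day 5 had 15.38% B cells, while the others had 1.56% and 0.935%. With B cells defined by surface CD19 protein the young distal difference was 4.66, so its direction depends on how B cells are called.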

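In NE hematomas, B cells made up 6.46% ± 3.07 at day 2 and 5.33% ± 1.02 at day 5, and in young hematomas 10.35% ± 3.20 and 6.82% ± 1.54 (SD, n = 3 mice per day). The mean differences were -1.14 (exact two-sided permutation p = 0.7) and -3.53 percentage points (exact p = 0.2). Both directions depend on the definition. By surface CD19 protein the young difference was 5.864. The NE difference was 2.564 without every class that had a higher mean at day 5 in the IE hematoma. The NE library of day 5 also has the high doublet estimate of 43.08%, whose effect on its B cell share was not tested. The hematoma difference of IE mice was larger than the mean of the other 2 groups by -8.54 percentage points. This difference of differences had p = 0.00794 in an exact two-sided permutation test of the group labels, and 0.333 when adjusted over the 42 cell types and regions tested. It kept its direction in each of the 18 fits without 1 mouse, with -10.5 to -6.882 percentage points. Proximal B cell shares were 6.35% ± 1.19 and 4.75% ± 1.77 in NE mice and 10.29% ± 1.62 and 8.88% ± 3.00 in young mice. There the difference between IE mice and the others was -2.81 percentage points (exact permutation p = 0.317), so the proximal marrow alone does not separate the groups. The mean proximal difference between the days over the 3 groups was -2.44 (exact permutation within groups, two-sided p = 0.01525, 0.0915 adjusted over the 42 tests).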

The decrease in B cell proportion in the hematoma and proximal bone marrow was only detected in the IE mice but not in the NE or young mice. 

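Counted as cells, the IE hematomas held 85 B cells at day 2 and 24 at day 5, among 673 and 536 kept cells. The proximal marrow of the same mice held 37 and 27. In NE hematomas 188 and 94 B cells were counted, and in young hematomas 45 and 29. These numbers follow how many cells each library captured as well as the B cell share, so they are not numbers per hematoma. Over all 54 samples 965 B cells were counted, and the total in the paper's table of cell proportions (Table S2) is 966.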

We also inspected the absolute number of B cells in these groups of mice, which showed consistently lower absolute numbers 5 days post osteotomy in the hematoma but not in the tissue proximal to the osteotomy (**Figure 3D**). The absolute B cell decrease was also apparent from the low-dimensional visualization of cells in the hematoma of IE animals 5 days post osteotomy (**Figures 3E, F**).

**Figure 3:**
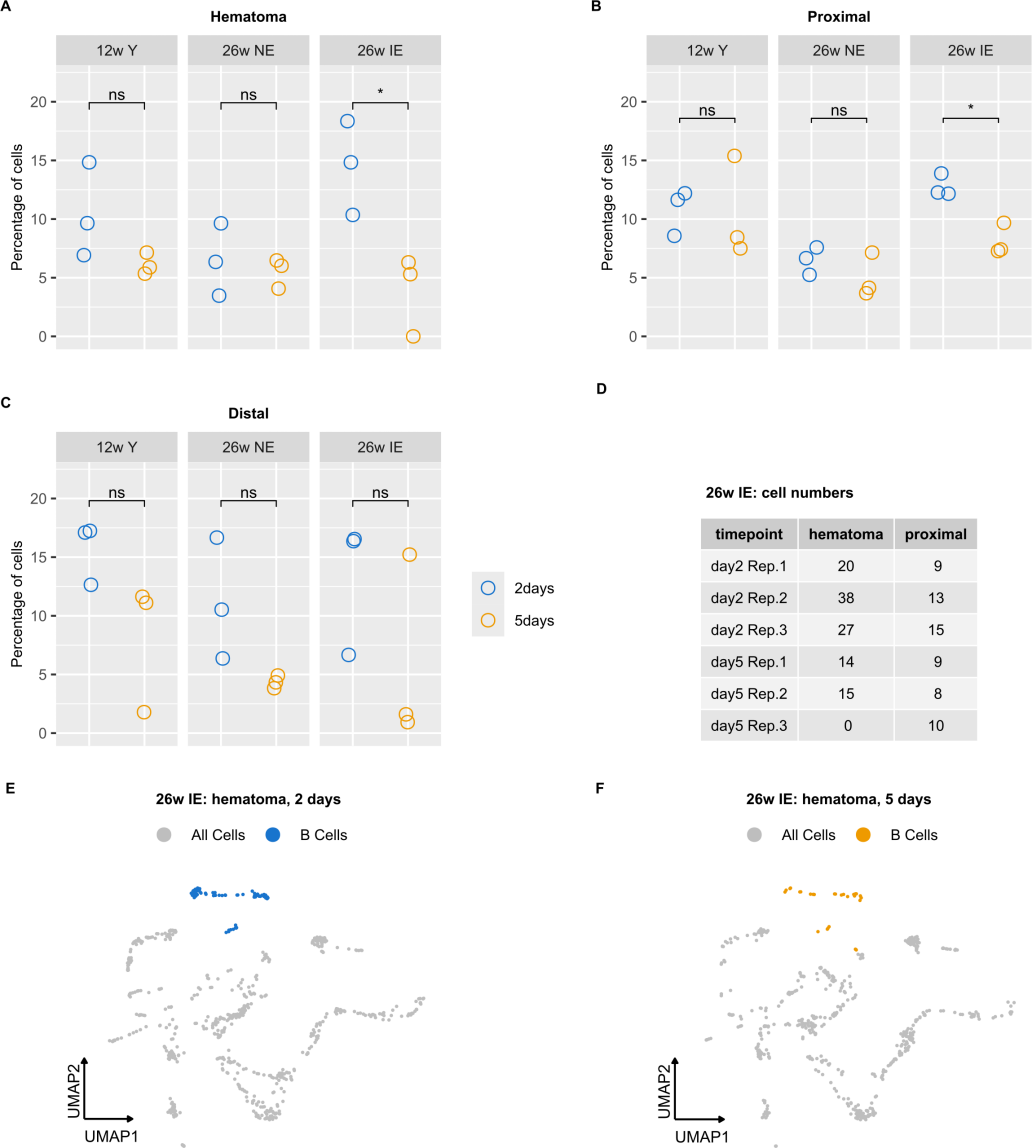
B cell proportion analysis in different mouse groups reveals a decrease in B cells detected in IE animals. **(A-C)** Percentages of B cells were calculated for each sample, i.e. 2 (blue) or 5 days post osteotomy (orange) with respect to the different bone regions (hematoma, proximal and distal) and the different mouse groups (young, NE, IE). Significance was evaluated using unpaired two-sided Student’s t-test and differences are indicated with an asterisk (*p < 0.05). **(D)** Absolute B cell number in the hematoma of IE mice for each animal on days 2 and 5. **(E, F)** UMAP embedding of cells detected in the hematoma of IE mice, with B cells highlighted in blue (day 2) and orange (day 5).

In summary, the specific decrease in B cell proportion detected in the IE animals could result both from the lower absolute number of B cells, or from an increase in cell numbers of other cell types. These results indicated either the impairment of B cell maturation and/or increased B cell death specific for the hematoma and, to a smaller extent in the proximal tissue of IE mice.

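Among the other cell types, neutrophils made up 16.03% ± 5.66 of IE hematoma cells at day 2 and 20.1% ± 9.64 at day 5 (SD, n = 3 mice each, exact two-sided permutation p = 0.6). Monocytes made up 12.07% ± 11.9 and 13.03% ± 7.24 (exact p = 0.9), and T cells 10.25% ± 4.71 and 7.88% ± 5.86 (exact p = 0.5). Conventional dendritic cells made up 2.51% ± 0.854 and 17.5% ± 18.1 (exact p = 0.1), with 38.1% in the third mouse of day 5, where they are 8 of 21 cells. NK cells made up 3.05% ± 0.567 and 0.612% ± 0.716 (exact p = 0.1), and basophils 3.07% ± 1.38 and 0.641% ± 0.562 (exact p = 0.1). Over the hematomas of the 3 mouse groups, conventional dendritic cells stood 7.38 percentage points higher at day 5 (exact permutation p = 0.0005, adjusted p = 0.021 over 42 tests). Without the third IE mouse of day 5 this value was 3.95 (exact permutation p = 0.0005) and the IE difference 4.70 instead of 15.0. The pooled test did not pass without the second or without the third IE mouse of day 2 (exact permutation p = 0.0525 and 0.05175). Conventional dendritic cells also stood higher over the proximal marrow, by 3.86 (exact permutation p = 0.0015, adjusted p = 0.0315). Their cluster is led by the class II genes H2-Eb1, H2-Ab1, H2-Aa and Cd74, so more of these cells and more of this RNA per cell cannot be told apart here. Erythroblasts were scarcer at day 5 over the hematomas of the 3 mouse groups, by a mean of -2.05 percentage points (exact permutation p = 0.00275, adjusted p = 0.0385 over 42 tests). In the proximal marrow, neutrophils stood 9.79 percentage points higher at day 5 over the 3 groups (exact permutation p = 0.0185, adjusted p = 0.0971). When neutrophils and myeloid precursors were taken out of the denominator, the B cell share of IE hematomas still differed by -13.06 percentage points between the days, and the difference from the other groups was -10.26 (exact permutation p = 0.0116). Without conventional dendritic cells in the denominator these values were -11.03 and -8.85 (exact permutation p = 0.00907). Without every class that had a higher mean at day 5 in the IE hematoma, they were -17.25 and -15.01 (exact permutation p = 0.100), so the call does not hold with that denominator. Both of these denominators were chosen after the shares had been seen. Taking classes out of the denominator raises every B cell share, so these percentage points do not compare in size with those over all kept cells.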

### Decreased expression of B cell specific genes in the hematoma of IE animals

Next, we aimed to define the underlying molecular characteristics of the decrease in B cell proportion detected in the hematoma of IE mice. Due to the low number of detected cells per sample, we were not able to carry out differential expression analysis on B cells only. Instead, our pseudobulk differential expression analysis (see Methods) in hematoma from 2 days to 5 days post osteotomy revealed altered expression of several key immune-related mRNAs in IE mice (**Figure 4A**). 

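Among the genes that passed the test in IE hematomas, those with the largest rises from day 2 to day 5 were interferon response genes. Oas1g, of the antiviral oligoadenylate synthetase family (chromosome 5 of GRCm38, 120876142 to 120887613), rose by a log2 fold change of 3.90 (standard error 0.65, adjusted p = 0.00178). Ifi27l2a rose from 216 ± 71.9 to 876 ± 425 CPM (counts scaled to equal library size, SD, n = 3 mice each, log2 fold change 1.98). Irf7, the transcription factor that drives type I interferon production (chromosome 7, 141262706 to 141266481), rose from 14.2 ± 4.90 to 48.2 ± 29.9 CPM (log2 fold change 1.82, standard error 0.36, adjusted p = 0.0170). The interferon-induced genes Ifi211 (log2 fold change 1.62) and Ifitm3, which blocks viral entry (0.99), completed the rises. Ighd, the IgD heavy chain of mature B cells (chromosome 12, 113406604 to 113416324), fell from 41.7 ± 19.7 to 4.45 ± 3.88 CPM (log2 fold change -2.62, standard error 0.49, adjusted p = 0.00832). The noncoding RNA Gm10076 (log2 fold change -1.29) and Uba52, a fusion of ubiquitin and a ribosomal protein (-0.61), fell too. Of the 31-base words in their last 300 bases, 79.6% (Gm10076), 97.9% (Uba52), 87.8% (Ifi211) and 52.8% (Oas1g) also lie in other genes, so the counts of these 4 are uncertain.
These 8 genes passed edgeR's quasi-likelihood test among 10944 genes at an absolute log2 fold change above 0.5 and an adjusted p under 0.05, and 807 genes had an unadjusted p under 0.05. At the adjusted p of 0.1 used in Fig. 4A, 16 genes passed, 8 in each direction. Of the 23 genes labelled in Fig. 4A, which were chosen on these samples and so are not independent evidence, 7 passed at 0.1, and Thbs1, for a matrix glycoprotein, had the largest value (log2 fold change 4.02, adjusted p = 0.169). That value of Thbs1 rests on 1 mouse and on the method, with -0.387 to 4.968 without single mice and -0.008 with voom. Gm10076 passed in each of the 6 fits without 1 mouse, while the interferon genes rested on the second IE mouse of day 5. Without it the adjusted p was 0.291 for Oas1g, 0.0722 for Ifi27l2a, 0.819 for Irf7, 0.436 for Ifi211, 0.089 for Ifitm3 and 0.237 for Ighd. Without the first mouse of day 2 it was 0.0793 for Ifi27l2a, 0.131 for Irf7, 0.106 for Ifi211, 0.247 for Ifitm3, 0.131 for Ighd and 0.0793 for Uba52. Without the third mouse of day 2 it was 0.0713 for Ifi27l2a, 0.155 for Irf7, 0.134 for Ifi211, 0.232 for Ifitm3 and 0.0615 for Uba52, and without the third mouse of day 5 it was 0.215 for Ifitm3. The count of genes ranged from 2 without the first mouse of day 2 to 96 without the second mouse of day 2. Of the 8 genes, 4 passed with hematoma samples alone, 3 in sums thinned to equal depth and 0 with the 6 IE samples alone. Ighd did not pass when B cells were left out of the sums (adjusted p = 1).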

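In NE hematomas 40 genes passed the same test between day 2 and day 5, 24 higher and 16 lower, and 1489 had an unadjusted p under 0.05. The count depends on the test, with 1 gene from hematoma samples alone, 1 from sums thinned to equal depth, 9 without a filter on low counts, 152 from the 6 samples alone and 327 with voom. The day 5 library also has the high doublet estimate of 43.08%, which limits what these differences say about single cells. The polyubiquitin gene Ubb (chromosome 11 of GRCm38, 62551171 to 62553213) rose from 558 ± 40.1 to 1193 ± 76.0 CPM (SD, n = 3 mice each, log2 fold change 1.10, standard error 0.11, adjusted p = 2.07e-08). The class I histocompatibility gene H2-D1 rose by a log2 fold change of 0.75 (adjusted p = 0.00604 from edgeR) and Scd2, a fatty acid desaturase, fell by 0.93 on the log2 scale (adjusted p = 0.00604). In young hematomas 5 genes passed (0 from hematoma samples alone), all higher at day 5, namely Ifi27l2a, H2-D1, Uba52, Tmed9 and Ubb, and 870 had an unadjusted p under 0.05. Uba52 rose there by a log2 fold change of 0.69 (adjusted p = 0.00121) and in NE mice by 0.58. Of the 31-base words in their last 300 bases, 86.9% of those of Ubb and 39.1% of those of H2-D1 also lie in other genes. The median absolute log2 fold change over all tested genes was 0.169 in IE, 0.181 in NE and 0.182 in young mice. The standard errors alone would give 0.158, 0.127 and 0.164. Noise could thus give nearly all of this median in IE and young mice, and less of it in NE mice. Such noise grows as fewer cells are summed. Among the genes that passed, the median absolute log2 fold change was 1.72 in IE, 0.70 in NE and 0.69 in young mice, and among those at an unadjusted p under 0.05 it was 0.55, 0.38 and 0.57.
The 3 day 5 values lay entirely above or below the 3 day 2 values in 925 genes (8.45%) in IE, 3497 (31.95%) in NE and 1245 (11.38%) in young mice, where chance gives 10%. Without single mice the count fell from 40 genes to between 5 (second mouse of day 2) and 15 (first mouse of day 2) in NE mice and ranged from 0 (without mouse 2 of day 2 or mouse 3 of day 5) to 6 (without mouse 2 of day 5) in young mice. Ubb passed in all of these NE fits, H2-D1 did not without the second mouse of day 5 (adjusted p = 0.0563), and Scd2 did not without the second mouse of either day (0.0503 and 0.0706). In young mice Ifi27l2a lost its call without any one of the 6 mice, up to an adjusted p of 0.457, and Uba52 lost it without the second mouse of day 2 (0.0751) and the third of day 5 (0.134).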

Compared to the hematoma of young and NE animals (**Supplementary Figures S3A, B**) the IE animals showed higher absolute fold changes from 2 to 5 days post osteotomy, suggesting most extensive changes in gene expression in IE animals.

**Figure 4:**
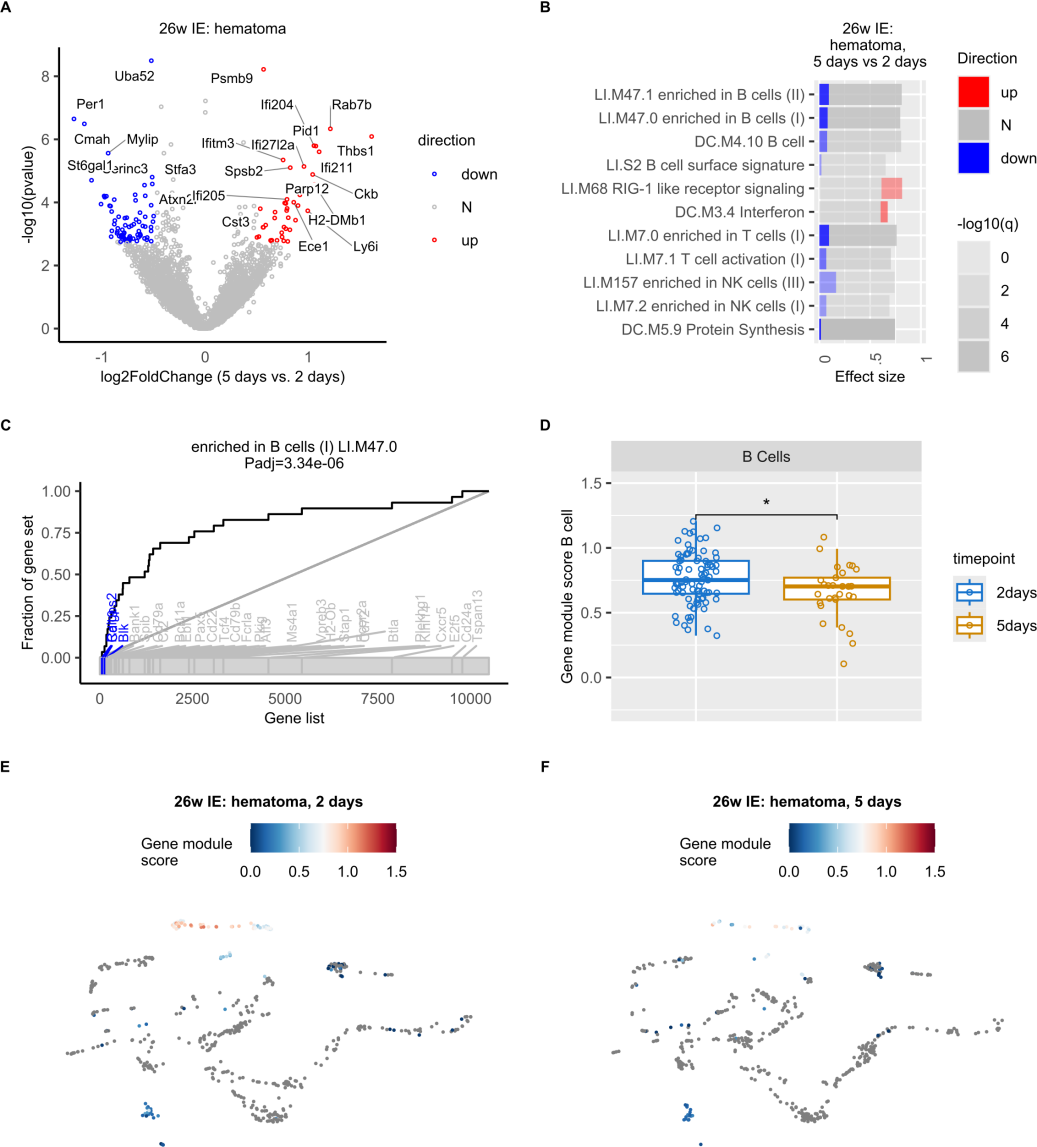
Decreased expression of B cell specific genes in the hematoma of IE mice 5 days post osteotomy. **(A)** Volcano plot of log2-transformed fold changes (5 days vs. 2 days in the hematoma of IE mice) versus negative log10-transformed p-values (Wald test). Differentially expressed genes (adjusted p-value < 0.1 and absolute log2-transformed fold change > 0.5) are marked in red (up, increased), blue (down, decreased), or grey (N, non-differential). **(B)** Panel plot of gene set enrichment analysis of differentially expressed genes shown in a). Bars represent relative fractions of mRNAs with decreased (blue) expression, not-differential (N) genes and increased (red) expression within each of the gene sets. **(C)** Evidence plot depicting area under the curve (AUC) as a measure of effect size for the gene set term “enriched in B cells (LI.M47.0) “. The ranking of genes in the gene set within all considered genes is denoted with the bottom grey ribbon. **(D)** Box plots of LI.M47.0 gene module scores per cell at 2 and 5 days post osteotomy in the hematoma of IE mice. Wilcoxon rank sum test was used for comparisons. The lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Center lines of box plots depict the median values. Significant differences are indicated with asterisks (*p< 0.05). **(E, F)** UMAP embedding showing the gene set (LI.M47.0) scores in IE mice 2 **(E)** or 5 days post osteotomy **(F)**.

To achieve a better understanding of the function of genes with differential expression 5 days post osteotomy, we performed gene set enrichment analysis. We found a significant enrichment of gene sets such as “enriched in B cells” and “B cell”. Interestingly, the differentially expressed genes in the gene set “enriched in B cells” showed exclusively decreased expression 5 days post osteotomy (**Figure 4B**). 

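All 37 tested genes of a B cell list had negative fold changes in IE hematomas, with a median log2 fold change of -0.98, and the list was lower at day 5 (camera with a preset correlation, adjusted p = 7.11e-15 over 26 lists). With an estimated correlation between its genes this call does not hold (adjusted p = 0.229 with an estimated correlation). One member, Ighd, passed over all genes and 8 passed when adjusted over the list alone. Bank1, a B cell scaffold protein, had a log2 fold change of -1.73 (standard error 0.50, adjusted p = 0.216). A list of mature B cell genes was also lower, with 14 of 19 members negative (adjusted p = 2.79e-05, 0.334 with an estimated correlation), 6 of them past the test when adjusted over the list alone. Its member Cr2, complement receptor 2, had a log2 fold change of -2.75. Interferon response genes were higher as a list, with 63 of 65 members positive and a median of 0.555 (adjusted p = 1.77e-27, 5 members past the test over all genes and 23 when adjusted over the list alone). Without the second mouse of day 5 the median was 0.334, with 0 members past the test over all genes and 4 when adjusted over the list alone. Genes of interferon-gamma response and antigen presentation were higher too (34 of 38 positive, median 0.453, adjusted p = 1.80e-09, 0.334 with an estimated correlation).
Genes of other cell types moved as well. Plasma cell genes (13 of 14 negative, median -1.27, adjusted p = 0.00107, 0.525 with an estimated correlation), NK cell genes (16 of 19, median -0.731, adjusted p = 0.0136, 0.691 with an estimated correlation) and erythroid genes (16 of 16, median -2.65, adjusted p = 0.0136, 0.693 with an estimated correlation) were lower at the preset correlation alone. Ribosomal protein genes were lower by a small amount (76 of 76, median -0.231, adjusted p = 4.68e-19, 0.525 with an estimated correlation). Mature neutrophil genes were lower too (18 of 21 negative, median -0.300, adjusted p = 0.00182, 0.639 with an estimated correlation), as were circadian and glucocorticoid genes (14 of 17, median -0.179, adjusted p = 0.0274, 0.239 with an estimated correlation). Monocyte genes were higher (16 of 22 positive, median 0.336, adjusted p = 0.0243, 0.650 with an estimated correlation), and the list of hematopoietic precursors passed with a median of 0.001 (9 of 18 positive, adjusted p = 0.0254, 0.691 with an estimated correlation). T cell genes had a median of -0.386 and did not pass (adjusted p = 0.659). With an estimated correlation between the genes of a list, the interferon response list alone among the 26 held in IE hematomas (adjusted p = 0.0317 with an estimated correlation). When B cells were left out of the sums, the B cell list no longer passed (adjusted p = 0.520).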

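Of 8 B cell genes singled out in the paper, each had a negative log2 fold change in IE hematomas from day 2 to day 5. The largest were those of Blk, a kinase of B cell receptor signalling (-1.83, standard error 0.54, adjusted p = 0.221 from edgeR), and Cd19 (-1.66, standard error 0.43, adjusted p = 0.112). Cd19 (chromosome 7 of GRCm38, 126408450 to 126414889) had 21.3 ± 6.91 CPM at day 2 and 4.40 ± 3.86 at day 5 (SD, n = 3 mice each). Pax5, the transcription factor that keeps B cell identity (chromosome 4, 44524757 to 44710487), had 39.6 ± 15.1 and 9.54 ± 9.07 CPM, a log2 fold change of -1.44. Ralgps2 (chromosome 1, 156804166 to 156939626) had -1.21 (standard error 0.31, adjusted p = 0.112), Cd79a -1.19 and Ebf1 -1.09. The 2 smallest were Vpreb3, of the pre-B cell receptor (-0.67), and Cd24a, the gene for CD24 (-0.10, standard error 0.23), which other blood cells also express.
None of the 8 passed an adjusted p of 0.05 in edgeR, and 5 had an unadjusted p under 0.05 (Ralgps2, Cd19, Blk, Pax5 and Cd79a). DESeq2 on the same sums called Ralgps2 (log2 fold change -1.31, adjusted p = 0.0368), and DESeq2 with the mouse number as a block called Ralgps2 and Cd19 (adjusted p = 0.00885 and 0.0282). The 8 genes were chosen on these samples, so their shared direction is not independent evidence. When B cells were left out of the sums, Cd19 had a log2 fold change of -0.84, Cd79a -0.60 and Pax5 0.04.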

And included well-known B cell specific genes (**Figure 4C**), such as Ralgps2, Cd19, Cd79a, Ebf1, Pax5, Vpreb3, Cd24 (32), as well as Blk, which was previously found to be differentially expressed in mature B cells (32, 43). We did not identify any significantly enriched gene sets in young and NE animals.

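Interferon response genes were higher at day 5 in the NE and young hematomas as well, at the preset correlation of camera alone. The adjusted p with an estimated correlation was 0.597 in NE and 0.248 in young mice. In NE mice 58 of 65 had positive fold changes, with a median log2 fold change of 0.363 (camera with a preset correlation, adjusted p = 4.99e-10), and 4 passed over all genes, namely Oas1a (0.91), Epsti1 (0.82), Nmi (0.64) and Ifi35 (0.60). Adjusted over the list alone, 12 passed. In young mice 61 of 65 were positive, with a median of 0.462 (adjusted p = 3.28e-17), and Ifi27l2a, which rose from 227 ± 67.5 to 714 ± 41.1 CPM (SD, n = 3 mice each), passed over all genes. There 7 passed when adjusted over the list alone. NK cell genes were higher in young mice (18 of 19 positive, median 1.36, adjusted p = 1.35e-05, 0.549 with an estimated correlation) and cell cycle genes were lower (41 of 43 negative, median -0.346, adjusted p = 4.63e-12, 0.476 with an estimated correlation). The B cell list had a median of 0.154 in NE mice (adjusted p = 0.144) and -0.168 in young mice (adjusted p = 0.391).
Between the mouse groups, the day difference of the B cell list was lower in IE than in NE mice by a median of -1.09 (36 of 37 negative, adjusted p = 2.03e-16) and than in young mice by -0.65 (35 of 37, adjusted p = 1.57e-05). Neither call held when the correlation was estimated. The adjusted p with an estimated correlation was 0.175 and 0.430 for these B cell differences. The calls of Oas1a, Nmi and Ifi35 were lost without any one of the 6 NE mice, with adjusted p up to 0.208, 0.164 and 0.179, and that of Epsti1 without each but the third of day 5 (up to 0.193). Ifi27l2a lost its call without any one of the young mice.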

To exclude that the results of our pseudobulk analysis was a consequence of the decreased expression of B cell specific genes in cell types other than B cells, and/or decreased number of B cells in IE mice, rather than a specific change in B cell gene expression program, we next computed cell-wise gene module scores for the “enriched in B cells”gene set identified in our pseudobulk pathway analysis. We observed the highest gene module scores in B cells (**Figures 4E, F**, **Supplementary Figure S3C**), confirming that the expression of B cell specific genes was the highest in B cells and not in other cell types. Furthermore, we found a significant decrease in gene module score 5 days post osteotomy (**Figure 4D**) and concluded that the expression of B cell specific genes was significantly decreased during bone healing of the post osteotomy hematoma in IE mice.

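The score averages the 37 genes of the B cell list in each cell and subtracts expression-matched control genes. It was highest in B cells, with a mean of 1.058 ± 0.158 (SD over 53 samples with such cells). Plasma cells, which descend from B cells, followed with 0.363 ± 0.112 and plasmacytoid dendritic cells with 0.218 ± 0.037. In every other cell type the mean lay below 0, down to -0.188 ± 0.0286 in monocytes. The gap between B cells and each other type was larger than the spread between samples. B cells were named from their marker genes, so their lead in a score of B cell genes is no independent evidence.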

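Within B cells of the IE hematoma, the mean B cell score was 1.154 ± 0.056 at day 2 (SD, n = 3 mice) and 1.006 ± 0.066 at day 5 (n = 2 mice, since the third had no B cell). The difference was -0.148, and both day 5 mice lay below all day 2 mice (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 2 allow). Mature B cells were 38 of these 85 B cells at day 2 and 4 of 24 at day 5. A lower score within B cells and fewer mature B cells among them cannot be told apart here. The score of NE B cells was 1.117 and 1.135 (exact permutation p = 0.8) and that of young B cells 1.105 and 0.819 (exact permutation p = 0.2). Scored on the 8 B cell genes named in the paper, B cells of the IE hematoma differed by 0.068 ± 0.228 (pooled SD, exact permutation p = 0.9), which is well within the spread. With B cells called from RNA counts the difference was -0.283.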

In summary, these results show a specific alteration of the B cell gene expression program in the hematoma of IE animals, where the most extensive decrease in B cell proportion also occurred.

### Impairment of hematoma B cell differentiation is most pronounced in IE mice and may be a result of altered gene expression programs in monocytes

To compare the dynamics of B cell maturation during bone healing in different mouse groups, we applied the widely used trajectory inference approach termed Slingshot (37) (see Methods) on the B cell subtypes and HPCs (**Figure 5A**). After sub-clustering of these cells, which resulted in their clear separation (**Figure 5B**), we computed cell-wise pseudotime values that reflected the extent of cell differentiation. 

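A principal curve was drawn here through 1466 B cells and HPCs and scaled from 0 to 100, because Slingshot was not at hand. HPCs had a median pseudotime of 24.4 (372 cells), pre/pro-B cells 59.9 (153 cells), immature B cells 91.4 (237 cells) and mature B cells 100 (279 cells). The 425 cells of sub-clusters that did not meet the rule for a stage name had a median of 85.1. Some sub-clusters carry a stage name without its markers among their top 10 genes. Of the HPCs, 190 form a sub-cluster led by the granule genes Prg2, Ctsg, Mpo and Elane, of the pre/pro-B cells 110 form one led by histone genes and Mki67, a gene of dividing cells, and of the mature B cells 43 form one led by the neutrophil genes Retnlg, Mmp8 and Mmp9. Their median pseudotime was 29.3, 58.5 and 100, against 79.95 in the 43 pre/pro-B cells led by Vpreb1 and Igll1. Diffusion pseudotime, computed from an HPC as root, gave 23.03, 79.3, 82.29 and 83.9 for the same stages, which leaves little room between pre/pro-B and mature B cells.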

Expected pseudotime values for the examined cell populations that corresponded to their differentiation status were found, with HPCs showing the lowest values, followed by pre/pro, immature and mature B cells (**Figure 5C**).

**Figure 5:**
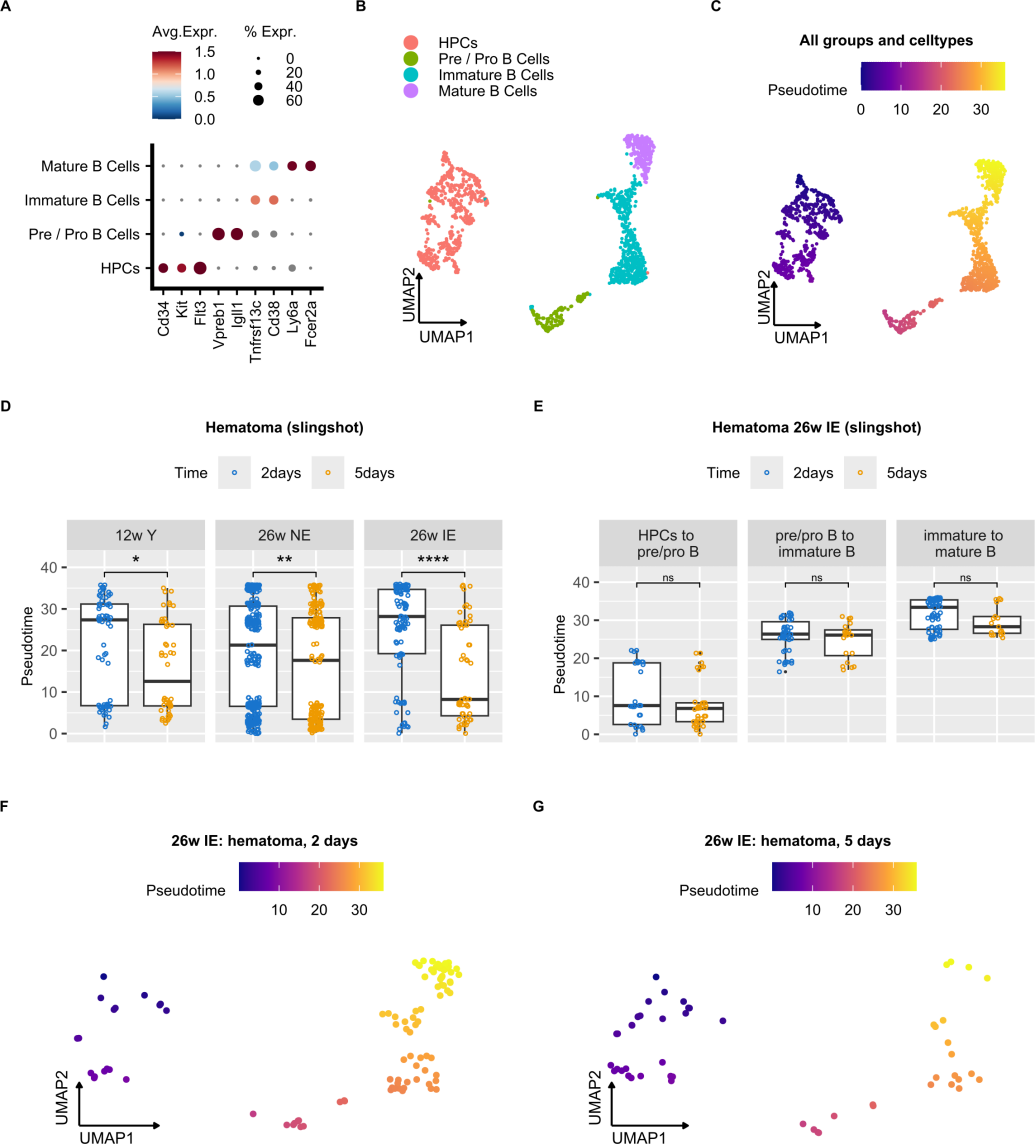
Impairment of B cell differentiation in the osteotomy hematoma of IE mice. **(A)** Dot plot showing average normalized mRNA expression values for the individual B cell subtypes and hematopoietic precursor cells (HPCs). **(B)** UMAP embedding of B cells and HPCs from all samples after sub-clustering. Annotated cell clusters are depicted in different colors. **(C)** UMAP embedding of B cells and HPCs with corresponding cell-wise pseudotime values. **(D)** Box plots of pseudotime values at 2 and 5 days post osteotomy in the hematoma of the different mouse groups (young, NE, IE) along the pseudotime trajectory. Wilcoxon rank sum test was used for comparisons. The lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Center lines of box plots depict the median values. Significant differences are indicated with asterisks (*p < 0.05, ****p< 0.0001). **(E)** Box plots of pseudotime values 2 and 5 days post osteotomy in the hematoma of IE mice for different cell types along the pseudotime trajectory. Wilcoxon rank sum test was used for comparisons. **(F, G)** UMAP embedding of B cells and HPCs from IE mice 2 **(F)** or 5 days post osteotomy **(G)** with indicated cell-wise pseudotime values. ns, non significant; **p<0.01.

To characterize the differential B cell dynamics in the post-osteotomy bone regions, we compared the cell-wise pseudotime values between different mouse groups (**Figure 5D**, **Supplementary Figure S4A, B**). We detected a significant decrease in pseudotime 5 days post osteotomy in the hematoma of all mouse groups (**Figure 5D**), indicating a general B cell differentiation block during the early inflammatory phase of bone healing. Nevertheless, the difference in the median pseudotime from 2 to 5 days post osteotomy was the highest in IE, followed by NE and young animals, suggesting that the impairment of B cell differentiation was most prominent in the IE background. 

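In NE hematomas, the median pseudotime over the B cells and HPCs of a mouse was 75.0 ± 14.05 at day 2 and 68.29 ± 17.99 at day 5, and in young hematomas 70.16 ± 29.81 and 63.15 ± 24.59 (SD, n = 3 mice per day). The differences were -6.72 and -7.01 (exact two-sided permutation p = 0.6 in both), well within the spread between mice. The NE library of day 5 has the high doublet estimate of 43.08%, whose effect on pseudotime was not tested. Over the 3 mouse groups together the difference was -16.23 (exact permutation p = 0.109). For B cells without HPCs it was -6.67 over the 3 groups (exact permutation p = 0.0205), a test chosen after the values per group had been seen. As a mean over the cells of a mouse that value was -5.82 (exact permutation p = 0.0138). With diffusion pseudotime it was 0.18 (exact permutation p = 0.909), so the difference holds on the principal curve alone. Diffusion pseudotime leaves little room between pre/pro-B and mature B cells, so it cannot decide the direction.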

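With HPCs counted in, the IE hematoma had the largest difference, with a median pseudotime of 89.75 ± 3.00 at day 2 (SD, n = 3 mice) and 54.8 ± 11.7 at day 5 (n = 2 mice with B cells or HPCs). This is a difference of -34.95, and both mice of day 5 lay below the 3 of day 2 (exact two-sided permutation test, p = 0.1, the smallest these numbers allow). The IE difference exceeded that of the other 2 groups together by -28.09 (exact permutation p = 0.174), which is not beyond the spread between mice. Among B cells alone, without HPCs, the IE values were 94.74 ± 4.18 and 86.91 ± 1.26 (a difference of -7.83, exact permutation p = 0.2). Young mice had the largest difference there, -10.23 (exact permutation p = 0.1), NE mice had -1.94 (exact permutation p = 1), and IE differed from the other 2 groups together by -1.75 (exact permutation p = 0.780). When all cells of a group and day were pooled, as in Fig. 5D, the difference of the medians was -31.05 in IE, -0.05 in NE and -33.84 in young mice. From the lower share of B cells in the IE hematoma the paper reasons that either B cell maturation is impaired or B cell death increased. From the larger pseudotime difference it then proposes that B cell differentiation is impaired most in the IE background.

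**Figure D2:**
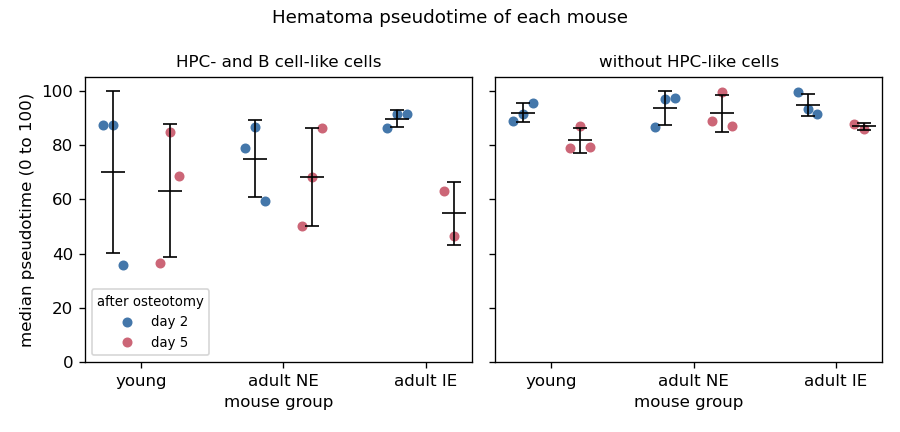
Median pseudotime per mouse in the hematoma (vertical axis, principal curve scaled from 0 to 100) by mouse group and day post osteotomy (horizontal axis). The left panel covers B cells and HPCs, the right panel B cells without HPCs. Points are single mice, lines the means and error bars the SD. In the left panel the 2 IE mice of day 5 lie below the 3 IE mice of day 2, while the days overlap in NE and young mice. In the right panel the difference between the days is largest in young mice.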

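Mature B cells made up 39.83% ± 8.32 of the B cells and HPCs of IE hematomas at day 2 (SD, n = 3 mice, 38 of 99 cells) and 9.52% ± 13.5 at day 5 (n = 2 mice, 4 of 43 cells). The difference of -30.3 percentage points is the largest of any stage there (exact two-sided permutation p = 0.1, the smallest possible). Immature B cells made up 14.2% and 11.6% (exact permutation p = 0.7), and pre/pro-B cells 10.2% and 16.5% (exact permutation p = 0.5). Young hematomas also had fewer mature B cells at day 5, 8.89% ± 8.39 against 23.4% ± 4.02 (SD, n = 3 mice each, exact permutation p = 0.1). In NE hematomas the share was 23.6% and 22.2% (exact permutation p = 1). Without the sub-cluster led by neutrophil genes, a choice made after seeing the data, the share of mature B cells was 35.5% ± 6.75 and 4.76% ± 6.73 in IE hematomas (34 and 2 cells, exact permutation p = 0.1) and 19.7% ± 5.31 and 8.89% ± 8.39 in young ones (exact permutation p = 0.2).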

Stratification of B cell subtypes that reflect differentiation states (**Figure 5E**) revealed a trend, which showed that the immature to mature B cell transition showed the most extensive pseudotime decrease from 2 to 5 days post osteotomy, suggesting that the transition from immature to mature B cells was most affected. In addition, we detected a higher number of de-differentiated cells with shorter pseudotime in IE mice of 5 days (**Figure 5G**) compared to 2 days post osteotomy (**Figure 5F**). To confirm these results, we also computed pseudotime values using an alternative trajectory inference method (Monocle 3) (44), recapitulating the Slingshot results (**Supplementary Figures S4C-E**). 

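HPCs made up 11.9% ± 16.7 of the B cells and HPCs of IE hematomas at day 2 (SD, n = 3 mice, 11 cells) and 37.0% ± 11.9 at day 5 (n = 2 mice, 16 cells). The difference of 25.1 percentage points had an exact two-sided permutation p of 0.3. Of these cells, 7 at each day belong to the sub-cluster led by granule genes. As a share of all kept hematoma cells, HPCs differed between the days by -0.455 percentage points over the 3 mouse groups (exact permutation p = 0.746).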

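Diffusion pseudotime served as the other method here, since Monocle 3 was not at hand. It placed the B cells and HPCs of IE hematomas at 83.5 ± 0.93 at day 2 (SD, n = 3 mice) and 64.96 ± 15.78 at day 5 (n = 2 mice), a difference of -18.54 (exact two-sided permutation p = 0.1). NE hematomas differed by -7.52 (exact permutation p = 0.7) and young hematomas by 1.3 (exact permutation p = 0.9). For B cells without HPCs the IE difference was -1.73 (exact permutation p = 0.2).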

In summary, these results suggest that the impairment of hematoma B cell differentiation is most pronounced in IE mice and likely occurs during the transition from immature to mature B cells.

To investigate the possible reasons for the pronounced B cell differentiation impairment in the IE mice, we next focused on the increased expression of interferon (Ifn) associated genes detected in IE mice 5 days post osteotomy (**Figure 4B**). Gene module scoring revealed that monocytes and neutrophils showed a significant increase (**Supplementary Figure S5A**) in the expression of Ifn associated genes, including Irf7, Dhx58 and Parp12 detected with pseudobulk differential expression analysis in the hematoma of the IE mice from 2 to 5 days post osteotomy (**Figure 6A**). 

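In monocytes of IE hematomas, 50 of 54 tested interferon response genes had positive fold changes from day 2 to day 5, with a median log2 fold change of 0.73. The list was higher at day 5 (camera with a preset correlation, adjusted p = 1.03e-25), also with an estimated correlation (adjusted p = 0.0176 with an estimated correlation). In the same sums other lists were lower, namely plasma cell genes (4 tested, median -1.21, adjusted p = 0.0176 with an estimated correlation), macrophage genes (6 tested, -0.75, adjusted p = 0.0281 with an estimated correlation), circadian and glucocorticoid genes (8 tested, -0.74, adjusted p = 0.0281 with an estimated correlation) and mature neutrophil genes (14 tested, -1.29, adjusted p = 8.43e-05, 0.0808 with an estimated correlation). Irf7 rose from 10.5 ± 10.0 to 63.1 ± 8.74 CPM (SD, n = 2 mice each, log2 fold change 2.05, standard error 0.45, adjusted p = 0.0293). Bst2, which tethers viruses to the cell surface, rose by a log2 fold change of 1.58 and Ifi211 by 1.57 (adjusted p = 0.0293 and 0.0162), as did Samd9l by 1.24 (adjusted p = 0.0468). The antiviral genes Parp12 (1.27, adjusted p = 0.210) and Dhx58 (0.53, adjusted p = 0.869) did not pass. In neutrophils of the IE hematoma the median over the list was -0.04 (adjusted p = 0.407, 3 mice against 2). It ranged from -0.345 (adjusted p = 0.0065, without the second mouse of day 5) to 0.209 (adjusted p = 0.225, without the first), so its direction rests on single mice. Young neutrophils had a median of 0.54 (adjusted p = 1.59e-05, adjusted p = 0.626 with an estimated correlation).
Over all cells of the IE hematoma, Parp12 (chromosome 6 of GRCm38, 39086410 to 39118349) had 5.71 ± 0.818 and 14.7 ± 3.90 CPM (SD, n = 3 mice each, log2 fold change 1.35, adjusted p = 0.103). Dhx58 (chromosome 11, 100694884 to 100704271) had 6.77 ± 2.25 and 12.3 ± 4.54 (log2 fold change 0.99, adjusted p = 0.277). The tests are edgeR's quasi-likelihood tests on counts summed over monocytes per mouse, among 8187 genes. Only 2 IE mice per day had at least 10 monocytes, with 96 and 13 cells at day 2 and 37 and 52 at day 5. Without the second mouse of day 5 the adjusted p was 0.607 for Irf7, 0.630 for Bst2, 0.391 for Ifi211 and 0.607 for Samd9l. Without the second or the third mouse of day 2 these 4 did not pass either (0.0996 to 0.575), nor did Samd9l without the first of day 5 (0.0502), while the median of the list stayed at 0.402 to 0.735.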

We next compared the average expression of Ifn associated genes in monocytes between different mouse groups and confirmed that the strongest increase was in IE animals 5 days post osteotomy, while none of these genes were found to be differentially expressed in NE or young animals (**Figure 6B**, **Supplementary Figures S5B, C**).

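The interferon response list was higher at day 5 in monocytes of all 3 mouse groups at the preset correlation, and its median was larger in IE hematomas. With an estimated correlation the adjusted p was 0.339 for NE, 0.398 for young, and 0.376 and 0.528 for the differences of IE from NE and from young, so these 4 calls do not hold there. In NE monocytes 43 of 54 genes had positive fold changes (median 0.24, adjusted p = 1.71e-06, 5 genes past the test over all genes and 12 when adjusted over the list alone). In young monocytes 46 of 54 were positive (median 0.31, adjusted p = 1.75e-08, 2 genes past the test and 4 when adjusted over the list alone). In IE monocytes 4 passed over all genes and 17 when adjusted over the list alone. The IE difference exceeded the NE difference by a median of 0.53 (45 of 54 genes, adjusted p = 5.29e-09) and the young difference by 0.23 (41 of 54, adjusted p = 0.00235). With at least 20 monocytes per mouse the difference from young mice was 0.18 (adjusted p = 0.137) and the young median 0.54, but IE mice of day 2 are then 1 mouse, with 96 monocytes, since the other has 13. The medians follow the choice of cells, with 1.06, 0.42 and 0.47 in IE, NE and young monocytes at resolution 0.5, 1.09, 0.50 and 0.55 at resolution 2.0, and 0.96, 0.50 and 0.56 without integration, clusterings tried on these cells after the data had been seen. Without single mice they ranged from 0.402 to 0.735 in IE, from 0.191 to 0.355 in NE and from 0.244 to 0.531 in young monocytes, so the lead of IE over young monocytes rests on single mice. Each IE fit without a mouse has 1 mouse left at that day. Lists of other cell types had larger medians in the same sums of NE and young monocytes, though no test compared them with the interferon list. T cell genes had a median of 1.89 and 3.15 (6 tested, camera adjusted p = 0.0274 and 0.0250) and dendritic cell genes 0.72 and 1.30 (9 tested, adjusted p = 0.0288 and 0.00509). NK cell genes had 1.31 and 2.30 and did not pass (8 tested, adjusted p = 0.103 and 0.0868). None of these 6 passed with an estimated correlation (adjusted p from 0.339 to 0.464 with an estimated correlation). Among the genes that passed were Samd9l (log2 fold change 0.87) and Bst2 (0.92) in NE monocytes, and Bst2 (1.90, standard error 0.33, adjusted p = 0.00574) and Ifi27l2a (1.86, standard error 0.39, adjusted p = 0.0238) in young monocytes. The class I histocompatibility gene H2-D1 rose in each group, by log2 fold changes of 0.82 in IE, 0.78 in NE and 0.70 in young monocytes.
Of the 6 genes that Fig. 6 names, chosen on these samples, Irf7 had a log2 fold change of 0.91 in NE monocytes (standard error 0.27, adjusted p = 0.0568) and 1.14 in young monocytes (standard error 0.47, adjusted p = 0.459). Irf8 had 0.73 in IE, 0.49 in NE and 0.39 in young monocytes, and Ifi35 had 0.60, 0.55 and 0.02. The tests are camera with a preset correlation for lists and edgeR for genes. Without single mice Bst2 lost its call 4 times in NE (adjusted p up to 0.133) and 2 times in young monocytes (0.0796 and 0.0756), Samd9l once in NE (0.0508 without the first mouse of day 2) and Ifi27l2a 5 times in young monocytes (up to 0.237). H2-D1 kept it in NE and lost it 3 times in IE (up to 0.753) and 4 times in young monocytes (up to 0.267).

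**Figure D3:**
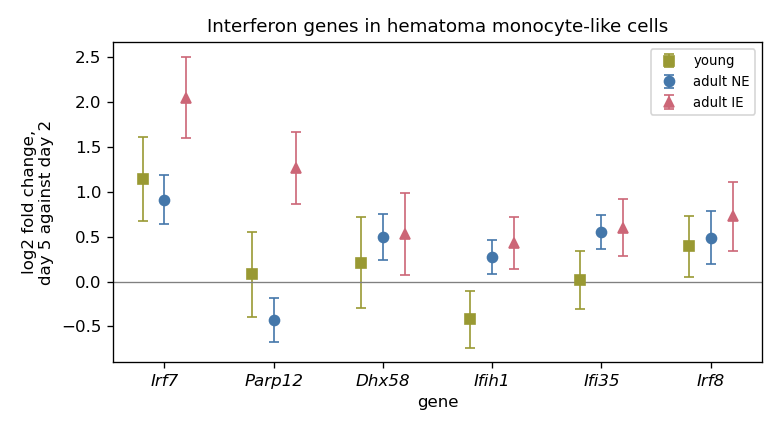
Log2 fold change from day 2 to day 5 in monocytes of the hematoma (vertical axis) for interferon genes that Fig. 6 names (horizontal axis). Points are the edgeR estimates in IE, NE and young mice, and error bars are their standard errors. Over the 54 genes of the interferon response list, which are not drawn, the median is 0.73 in IE, 0.24 in NE and 0.31 in young mice. The IE median is 0.402 without mouse 2 of day 2, and the young median is 0.531 without mouse 3 of day 5.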

**Figure 6:**
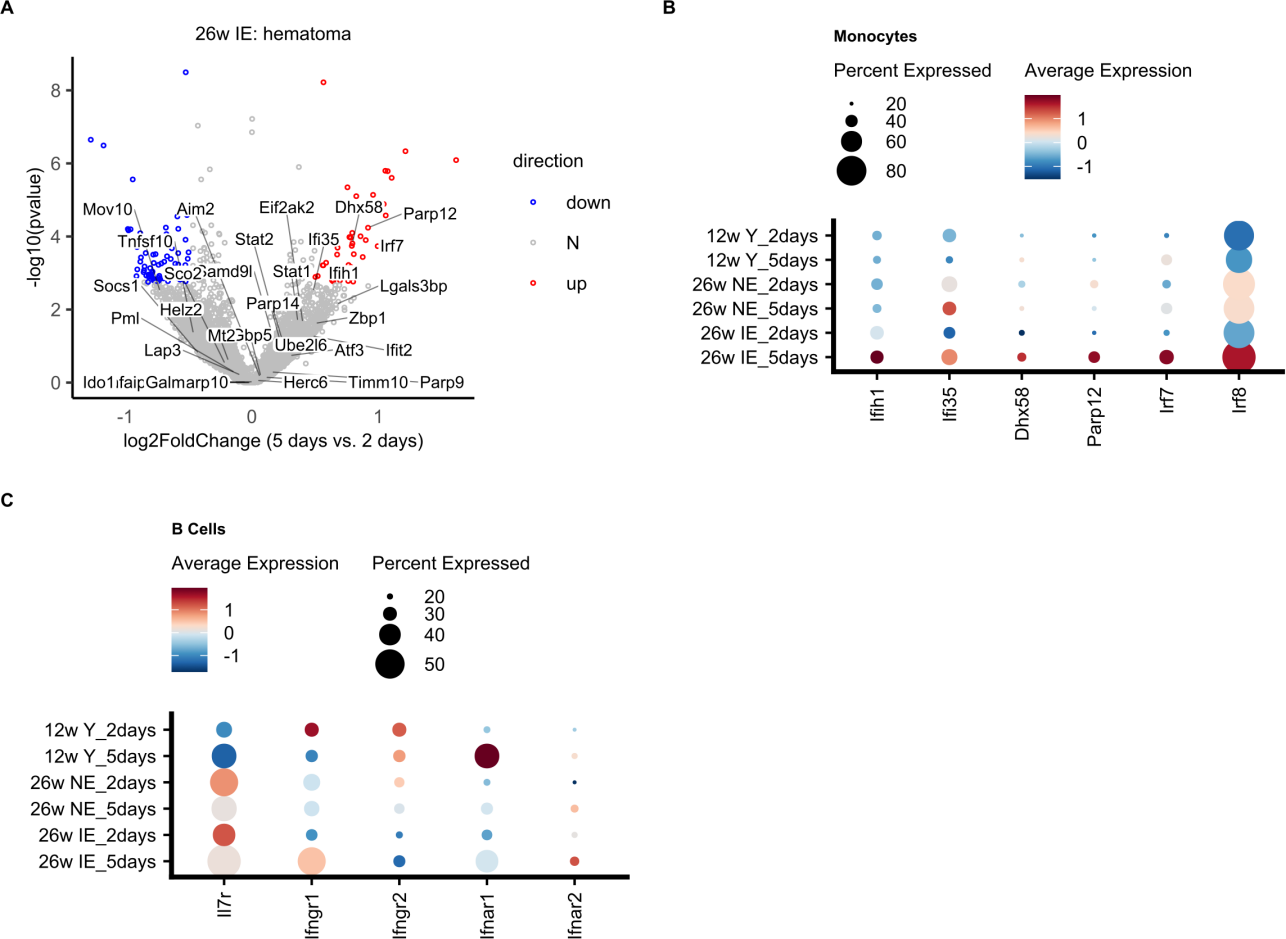
Differential expression of Ifn associated genes in monocytes and their target molecules in B cells. **(A)** Volcano plot of log2-transformed fold changes (5 days vs. 2 days of IE hematoma) versus negative log10-transformed p-values (Wald test). Genes included in the “Interferon” gene set (DC.M3.4) are indicated along with all differentially expressed genes (adjusted p-value < 0.1 and absolute log2-transformed fold change > 0.5), and colored in red (up, increased), blue (down, decreased), or grey (N, non-differential). **(B)** Dot plot showing the average normalized mRNA expression values and percentage of cells expressing a given interferon associated gene in monocytes for the different mouse groups on day 2 and day 5. **(C)** Dot plot showing the normalized mRNA expression levels for interferon receptor (Ifnr) genes in B cells for the different mouse groups on days 2 and 5.

In the bone marrow (BM), B cell development is strongly influenced by interleukin 7 (IL-7) (45–49), since type I interferons produced by macrophages can inhibit IL-7-driven growth of B lineage cells and thus arrest their growth (50, 51). Therefore, the detected increased expression of Ifn associated genes such as Irf7 could indicate a positive induction of interferon levels and their secretion from monocytes, which could in turn stimulate B cells. 

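Il7r, the receptor chain for interleukin 7 (chromosome 15 of GRCm38, 9505788 to 9530176), had a log2 fold change of -0.05 (standard error 0.71) in B cells of the IE hematoma from day 2 to day 5. It was detected in 40.0% of 85 B cells at day 2 and 66.7% of 24 at day 5, with 353 and 344 CPM. Neutrophils, which lack it, showed it in 3.33% and 3.82% of cells at median depths of 19135 and 15555 UMIs, against 5686 and 6486.5 UMIs in B cells. The difference was not detectable at this depth (edgeR's quasi-likelihood test, 3 mice against 2, adjusted p = 1), and without single mice the value ranged from -0.455 to 0.249. Over all cells of the IE hematoma Il7r had 96.0 ± 50.9 CPM at day 2 and 29.2 ± 19.9 at day 5 (SD, n = 3 mice each, log2 fold change -1.26, adjusted p = 0.552), where T cells also carry it.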

Comparison of the expression of Ifn and Il7 receptor molecules in B cells revealed a decrease in the expression of Il7r in IE mice 5 days post osteotomy (**Figure 6C**), suggesting a possible decrease in signaling via Il7r, and consequently impaired B cell differentiation. Conversely, Ifngr1 expression was increased in B cells, which may explain an increase via Ifngr1 signaling, also supporting decreased B cell production. 

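Ifngr1, the ligand-binding chain of the interferon-gamma receptor (chromosome 10 of GRCm38, 19591949 to 19610229), had a log2 fold change of 0.31 (standard error 0.57) in B cells of the IE hematoma. It was detected in 25.9% of B cells at day 2 and 37.5% at day 5, with 63.5 and 79.4 CPM. The type I receptor chain Ifnar1 had a log2 fold change of 0.14 (standard error 0.63). Neither passed edgeR's quasi-likelihood test over all genes or when adjusted over the receptor genes alone. The values turned negative in some fits without 1 mouse and ranged from -1.019 to 0.979 for Ifngr1 and from -0.607 to 0.622 for Ifnar1.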

In summary, in IE animals, the impairment of B cell differentiation may be affected by the specific increase in Ifn associated genes in monocytes and the modified expression of their target molecules in B cells.

## Discussion

In this study, we investigated the B cell phenotype during the early inflammatory phase of bone healing at the single cell level by using a mouse model that mimics “inflamm-aged/immune-aged” individuals (10, 28). The novelty of our work lies in the delineation of B cell differentiation impairment that occurs in the hematoma during the early inflammatory phase post osteotomy, with the most pronounced block identified in IE rather than NE and young animals (**Figure 5**). In addition, these results were obtained by the systematic single cell transcriptomic analysis of BM cells isolated from female mice with differential immune experience and the subsequent bioinformatic and statistical analysis. Although we detected a relatively low number of BM resident cells in our study (~12.000), our single cell proteo-genomics based method recovered a higher number of cells than other previously published murine BM scRNA-seq datasets (27, 30, 31) (**Supplementary Figure S1E**). Nevertheless, due to our experimental setup, our findings are limited to female mice and remain to be confirmed for male animals. We decided on such an experimental setup due to the fact that female mice are known to have slower fracture healing process than male mice (75) and therefore enable a fairer characterization of the healing process, so that the bone healing outcome is not overestimated.

Earlier studies have noted the potential functional importance of B cells during bone formation and healing, since they regulate osteoclast activity (52, 53), and invade the fracture gap during the inflammatory phase and hard callus formation (26). The lack of regulatory B cells (Bregs) has been associated with delayed or non-healing fractures (PMID: 28008635 & 26303993). We were unfortunately not able to analyze Bregs, since Il10 expression, which is the hallmark of Bregs, was not detected. In future work, we plan to enrich for B cells and evaluate potentially interesting subpopulations such as Bregs. Recently, Zhang et al. applied single cell transcriptomics to a murine fracture model and found that B cells vary in number during early healing stages (27). Moreover, Molitoris et al. (54) found that the number of B cells in the callus fractures of young and aged mice gradually decreased from day 0 to day 7 after fracture, with the decrease being more pronounced in the aged mice. These findings are partially consistent with our results, since we found a general decrease of B cell differentiation in osteotomy hematoma of all mouse groups with different levels of immune experience (**Figure 5**). Importantly, our results also showed that while the B cell differentiation is generally impaired in the early phase of bone healing, this effect was much more pronounced in IE than in NE or young animals (**Figure 5**).

Although no differences in B cell proportions were observed in either NE or young mice, a significant decrease was found in the hematoma of IE mice 5 days post osteotomy (**Figure 3**). These results correlate well with the respective decrease in the pseudotime values corresponding to B cell differentiation. However, the pseudotime values in the NE mice at 2 days post injury were higher in the distal than in the hematoma and proximal tissue (**Supplementary Figure S4B**), suggesting that B cell differentiation 2 days post injury in the NE animals is inhibited in the hematoma and proximal tissue but not inhibited in the distal tissue, which also corresponds to the trend towards higher distal B cell proportion (**Supplementary Figure S2A**). Nevertheless, the detected difference in the B cell differentiation from 2 to 5 days post osteotomy in the distal tissue of NE and young mice (**Supplementary Figure S4B**) is not reflected in the decreased B cell proportion (**Figure 3C**). We speculate that other unknown factors, such as induction of unknown genes that promote differentiation or inhibit cell death, contribute to this discrepancy and could be addressed in further studies.

Hallmarks of aged adaptive immune system include systemic chronic inflammation (13–15, 55) and a decrease in the differentiation of HSCs into T and B cells (56, 57). As a result, fewer adaptive immune cell precursors are present in elderly people (13). Even though previous studies mostly focused on the age-related changes in T cells and their impact on the healing outcome (10, 11), it is widely known that B cell phenotypes are altered in many inflammatory diseases (25) and that B cells impact osteoclastogenesis (58, 59). Therefore, the highest decrease in the B cell proportion during bone healing was expected in IE mice, since those animals in fact modeled the compromised immune system found in some elderly individuals. Nevertheless, our cell proportion quantification (**Figure 3**, **Supplementary Figure S2**) only allowed us to compare relative fractions between mice groups, and we were unable to clearly delineate the reason for B cell proportion decrease in IE mice. However, based on the results of our trajectory inference analysis (**Figure 5**), lower B cell proportion in IE mice is most likely due to decreased absolute number of mature B cells because of the decreased production of mature B cells, rather than increased cell death of specific B cell subsets.

Mature B cells are responsible for the production of a large fraction of bone marrow osteoprotegerin (OPG) (60, 61), which acts as decoy for the transcription factor RANKL, thereby suppressing osteoclastogenesis and bone resorption (62, 63). In addition, mice lacking B cells in the bone marrow showed an OPG-deficient and a frequent osteoporotic bone phenotype (61). Since we found the most extensive pseudotime decrease in the IE mice, we consequently expect lower OPG secretion and extensive bone resorption, the process which unfavorably impacts the bone healing outcome (61, 64–66). Further phenotypic and mechanistic insights into B cell differentiation in the NE and IE condition are required to substantiate these findings.

In this study, we also observed an increased expression of interferon-associated genes in monocytes (**Figures 6A, B**), suggesting that a number of effectors such as type I and II interferons, as well as Il7 could play an important role in the pronounced impairment of BM B cell differentiation in IE animals. Interferon-associated genes with increased expression included Irf7 (**Figures 6A, B**), a transcription factor that controls the expression interferons, such as Ifna, Ifnb and Ifng (67, 68). In fact, we detected an increase in the Ifngr1 expression in B cells 5 days post osteotomy (**Figure 6C**), which may indicate that the inhibitory effect of Ifngr1 signaling via Ifng would be more pronounced in IE rather than NE or young animals, a result which will have to be confirmed in our future work using orthogonal methods.

Since Il7 is required for B cell development in mice (69–72) and is produced by stromal cells during early B cell lymphopoiesis (73, 74), we also analyzed the Il7r expression in B cells. We detected the lowest drop in Il7r expression from day 2 to day 5 in the IE mice (**Figure 6C**), which may explain the more pronounced impairment of B cell differentiation in these animals, since deficient Il7r signaling may lead to impaired B cell development (45). In addition, macrophages can produce type I interferons and thereby inhibit the effect of Il7 on B cell development (50). However, we cannot exclude that the detected decrease in Il7r is a consequence of decreased B cell number in IE mice 5 days post osteotomy. Since our experimental setup did not allow for the detection of stromal cells, which typically secrete Il7, further experiments have to be done to explore the possibility that they play a role in the B cell maturation impairment during bone regeneration.

In summary, our results point to a newly discovered impairment of B cell differentiation during the inflammatory phase of bone healing in IE mice and suggest that other BM cells could interact with B cells to influence their maturation. Additional work to determine the extent of such cell-cell interactions and the molecules that regulate the observed defect may prove valuable as candidate therapeutic targets for the improvement of the healing outcome in elderly bone fracture patients.

## Data Availability

Single cell RNA-seq data are available at GEO (Gene Expression Omnibus) under accession GSE273792. All analysis scripts and processed data are publicly available from GitHub at http://github.com/bihealth/fracture-healing-and-aging-scseq.

# Supplementary material for: Pronounced impairment of B cell differentiation during bone regeneration in adult immune experienced mice
**Source:** Front Immunol. 2025 Mar 3;16:1511902. doi: 10.3389/fimmu.2025.1511902
**Supplement:** Supplementary file 6

Supplementary Material

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article.

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](https://www.frontiersin.org/guidelines/author-guidelines#supplementary-material).

## Supplementary Figures

**
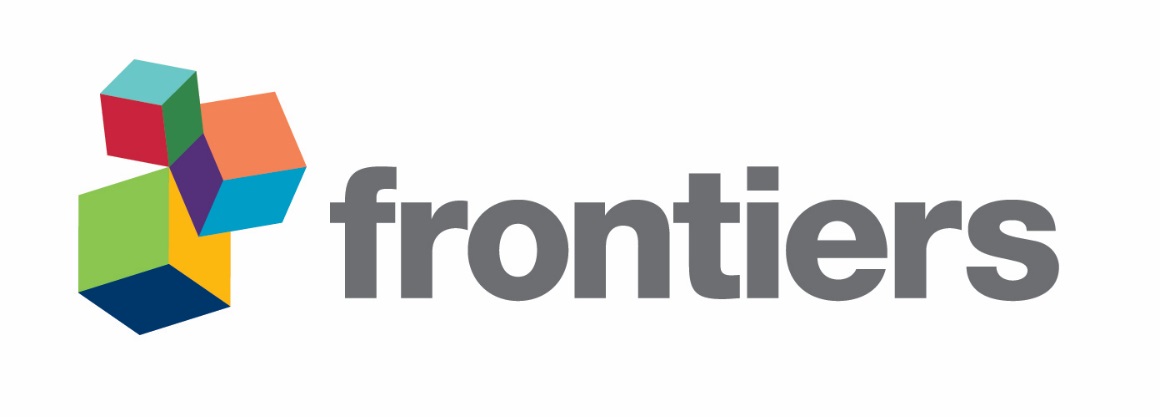
**

**Supplemental Figure 1.** Multimodal single cell analysis of mouse osteotomy bone marrow tissue detects different immune cell types. **a)** UMAP embedding of cell clusters detected in this study. Cell clusters are shown in different colors (numbers correspond to the clusters detected after Seurat standard processing). **b)** Dot plot of normalized marker gene expression values and percentage of cells per cluster that express a given marker gene. **c)** UMAP embedding showing cell-wise HTO assignments in all detected cells. Doublets and HTO-negative cells were excluded from further analysis. **d)** Estimated cell-wise scores for the projection of label transfer from Tabula Muris cell annotation. **e)** Comparative analysis of cell proportion results from murine bone marrow datasets, including this study.

**Supplemental Figure 2.** B cell proportion analysis in different bone marrow regions across all mouse groups reveals no significant differences. **a-b)** The percentage of B cells was calculated for each sample with respect to mouse age (young, NE, IE) for the different bone marrow regions on day 2 and day 5 **(a)** and with respect to the different bone marrow regions (proximal, hematoma, distal) for the different mouse groups on day 2 and day 5 **(b)** post osteotomy. Significant differences in cell proportion were evaluated using paired two-sided Student’s t-test.

**Supplemental Figure 3.** Expression of genes in the post-osteotomy hematoma of young and non-IE mice. **a-b)** Volcano plot of log2-transformed fold changes (5 days vs. 2 days) versus negative log10-transformed p-values (Wald test) in young **(a)** and NE mice **(b)**. Differentially expressed genes (adjusted p-value < 0.1 and absolute log2-transformed fold change > 0.5) are marked in red (up, increased), blue (down, decreased), or grey (N, non-differential). c) Box plots of LI.M47.0 gene module scores per cell for various cell types at 2 and 5 days post osteotomy in the hematoma of IE mice. Wilcoxon rank sum test was used for comparisons. The lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Center lines of box plots depict the median values. Significant differences are indicated with asterisks (*p< 0.05)

**Supplemental Figure 4.** B cell differentiation in the osteotomy hematoma of the different mouse groups. **a-b)** Box plots of pseudotime values 2 and 5 days post osteotomy in the proximal **(a)** and distal **(b**) BM of the different mouse groups (young, NE, IE). Wilcoxon rank sum test was used for comparisons. The lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Center lines of box plots depict the median values. Significant differences are indicated with asterisks (*p < 0.05, **p<0.01, ***p<0.001, ****p< 0.0001). **c)** UMAP embedding of B cells and HPCs with corresponding pseudotime values from Monocle3. **d)** Box plots of pseudotime values 2 and 5 days post osteotomy in the hematoma of different mouse groups (young, NE, IE) using Monocle3. **e)** Box plots of pseudotime values 2 and 5 days post osteotomy in the hematoma of IE mice for different cell types along the pseudotime trajectory using Monocle3. Wilcoxon rank sum test was used for comparisons.

**Supplemental Figure 5.** Differential expression of Ifn response genes. **a)** Cell-wise interferon gene set expression score in different cell types. Box plots of DC.M3.4 gene module scores per cell at 2 and 5 days post osteotomy in the hematoma of IE mice. Wilcoxon rank sum test was used for comparisons. The lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Center lines of box plots depict the median values. Significant differences are indicated with asterisks (*p< 0.05, ****p<0.0001). **b-c)** Volcano plot of log2-transformed fold changes (5 days vs. 2 days) versus negative log10-transformed p-values (Wald test) in the hematoma of NE **(b)** and young mice **(c)**. Genes included in the “Interferon” gene set (DC.M3.4) are indicated along with all differentially expressed genes (adjusted p-value < 0.1 and absolute log2-transformed fold change > 0.5), and colored in red (up, increased), blue (down, decreased), or grey (N, non-differential).

## Supplementary Tables

**Supplemental Table 1.** Overview of the experimental groups on days 2 and 5 post osteotomy.

**Supplemental Table 2.** Cell proportion values per mouse on days 2 and 5 post osteotomy.

How the deposited data were processed for this re-analysis (not part of the article)

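The authors deposited UMI counts of genes and antibody tags per cell barcode, which they made with bcl2fastq 2.20 and Cell Ranger 7.1.0 on mm10, before hashtag demultiplexing and cell filters. The counts were used as deposited. The 12 libraries hold 200065410 gene UMIs over 25473 barcodes. From the hematoma they hold 48438285 (NE, day 2), 25792602 (NE, day 5), 11570648 (IE, day 2), 8596383 (IE, day 5), 6350400 (young, day 2) and 5439815 (young, day 5) UMIs. From the marrow they hold 21769130 and 34256590 (NE, day 2 and day 5), 9467763 and 10809774 (IE) and 10977571 and 6596449 (young). The 54 summed samples range from 103737 to 24083480 UMIs and from 21 to 1452 cells.

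Cells were demultiplexed with HTODemux at the 0.99 quantile, kept at up to 6500 genes and under 10% mitochondrial UMIs, integrated by mouse group and clustered on 20 principal components of 2000 variable genes at resolution 1.0, with Seurat 5.3.0 in R 4.3.3. The ribosomal limit of 25% was left out, since its direction is open, and its other reading was an alternative. A cluster was named for the cell type whose markers led, when at least 3 markers of that type were detected, its marker score reached 0.5 with a lead of 0.25 (or its markers alone stood among the top 10 genes), and no other type had more markers among those 10. Stages of B cell sub-clusters needed 3 detected markers and no more markers of another stage among the top 10, without a limit on the score. Counts were summed per sample and fitted for all 54 samples with edgeR 4.0.16 (quasi-likelihood, TMM normalization, low counts filtered), with the summed cells of a mouse and region as replicate. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation. A comparison over all cells had 26 lists, and one within a cell type had fewer, since lists with too few tested genes were left out. Monocytes, neutrophils and T cells were summed per mouse where a mouse had at least 10 of them, and B cells at 5. Shares, scores and pseudotime were compared by exact two-sided permutation of mice. Pseudotime came from a principal curve through the B cells and HPCs, written for this purpose, and from diffusion pseudotime (scanpy 1.11.5, Python 3.11.15).

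The alternatives covered the hashtag rule (counts above 10 and 3 times the next tag), integration, resolution 0.5 and 2.0, B cells by RNA counts or by CD19 protein, the denominator of shares, DESeq2 1.42.0 with and without the mouse number as block, voom with duplicateCorrelation, hematoma samples alone, the 6 samples of a comparison alone, no filter on low counts, sums thinned to 103737 UMIs, B cells left out, and each mouse left out in turn. The text names genes that the paper names in its text or labels in Fig. 2C, 4A, 5A, 6B and 6C, though not all of them. It may also name the 10 largest rises and 10 largest falls among called genes whose day 5 values do not overlap the day 2 values, or for regions those going the same way in at least 15 of 18 mice, and up to 4 members with the smallest p of each list described. The paper's own tables and figures had been seen by then. Comparisons, lists, markers, this rule and the alternatives were fixed before the data were examined, apart from alternatives named in the text as chosen after seeing the data. The rule for naming clusters was set after their genes had been seen.

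In a self-test with added changes, edgeR recovered 10.45% of genes changed 1.5-fold, 58.21% of those changed 2-fold and 95.45% of those changed 4-fold at the depth of the IE hematomas, with 2 false calls among 10944 genes. At the depth of the NE hematomas the shares were 22.39%, 70.15% and 96.97% (8 false calls), and in young hematomas 20.9%, 55.22% and 90.91% (4 false calls). Without added change 1 gene was called, and of 20 unchanged lists camera called 0. The simulated genes were drawn independently and the lists at random. The self-test therefore cannot show how often camera at the preset correlation calls lists of correlated genes.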

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

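Tests chosen only after the result was seen are those on few interferon-led monocytes, on neutrophils and T cells and on the library batch of the interferon response, and the 5 tests on the B cell share, of which the denominator without neutrophils and myeloid precursors had been fixed earlier as an alternative.

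The fall of the B cell share in the hematoma differed between mouse groups, by -8.54 percentage points in IE mice against the mean of NE and young mice (exact permutation of the group labels, p = 0.00794 unadjusted and 0.333 adjusted over the 42 cell types and regions). It is thus no call after adjustment, and the p-values below are unadjusted. Among the technical explanations, too few cells in the third IE mouse of day 5 is argued against by p = 0.02849 in an exact permutation test without samples under 50 cells. More neutrophils and myeloid precursors in the denominator are argued against by p = 0.01162 in the exact permutation test with these cells left out, and more conventional dendritic cells by p = 0.00907 in the exact permutation test without them. A growing denominator of several classes at once stays open, since without every class with a higher mean at day 5 in the IE hematoma the difference is -15.01 with p = 0.1003 in the exact permutation test. Each mouse group and day is 1 hematoma library, so a library batch cannot be told apart from a biological difference between the mouse groups, which was not tested. The NE hematoma library of day 5 also has an estimated 43.08% of undetected doublets, whose effect on this difference was not tested.

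Among single genes, the day effect of Gm10076 differed between IE and NE mice by -1.577 and between IE and young mice by -1.875 (interaction in edgeR), that of Uba52 by -1.191 and -1.3, and that of Snhg9 between IE and NE mice by 1.436. The call of Snhg9 is lost without the second IE mouse of day 2 (adjusted p = 0.0553 in edgeR) or the first of day 5 (0.0579), and with hematoma samples alone (0.742). A change in cell type composition is argued against for Gm10076 and Uba52, because their fold changes within monocytes, neutrophils and T cells reach at least 0.641 of those over all cells. The T cell part rests on 1 IE mouse at day 5, with 15 cells. For Snhg9 a change in composition stays open. The unnamed cluster that it helps to lead went from 5.292% to 0.939% of NE hematoma cells and from 6.538% to 7.276% of IE hematoma cells. Reads shared with near-identical copies are a candidate explanation for Gm10076 and Uba52, with 79.63% (the median of the 3 genes) and 97.94% of 31-base words found in other genes, but not for Snhg9 (0%). A library batch is another candidate explanation, since the hematoma and marrow libraries of the same mice and day differ by a median of 0.976 (Gm10076) and 0.8 (Uba52) on the log2 scale. For ribosomal protein genes that median is 0.079 and the largest value 0.132, below the SD within libraries of 0.134. These values argue against a batch of single libraries for the ribosomal protein genes as a list. A batch shared by both libraries cannot be told apart from biology there because both come from the same mice and day.

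The interferon response list was higher at day 5 in data the paper does not discuss, with a median log2 fold change of 0.771 in young proximal marrow (adjusted p = 0.00844 with an estimated correlation in camera) and 0.452 in IE distal marrow (adjusted p = 0.0415 with an estimated correlation). Over the hematoma, a larger share of responsive cell types is argued against as the whole of the rise, because the median within monocytes is at least 0.6556 of that over all cells. Cells of other types among the monocytes are not excluded, as T cell genes rose there too (median 1.89 in NE and 3.15 in young monocytes). The T cell list passed at the preset correlation of camera alone and not with an estimated one. For the part outside monocytes it stays open, since the median within neutrophils was -0.04 (IE), -0.02 (NE) and 0.54 (young) and within T cells -0.34, 0.45 and 0.23, at the lowest -0.6144 of that over all cells. The T cell sums of day 5 come from 1 mouse in IE (15 cells) and 1 in young hematomas (10 cells). A few interferon-led monocytes are argued against too, since the median score over the cells of a mouse moves by at least 0.9631 of what the mean does. The list stood higher in 9 of 9 comparisons of day 5 with day 2. These 9 are not independent, since proximal and distal cells of the same mice share a library and each mouse gave all regions. Day 2 and day 5 never share a library, so a shared handling difference between the days cannot be told apart from a response to the osteotomy.

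Between hematoma and proximal marrow of the same mice, 16 genes differed, 3 higher and 13 lower in the hematoma, with 1254 at an unadjusted p under 0.05 from edgeR. The lower ones include the erythroid genes Gypa (log2 fold change -2.95, adjusted p = 0.00196 from edgeR), Alas2 (-2.49), Slc4a1 (-2.32) and Sptb (-2.26), and the higher ones Il27ra (0.78), Clcf1 (0.86) and Dqx1 (1.36), each in 15 of 18 mice. With B cells left out of the sums 11 genes differed, and only 1 of them, Il27ra, was higher. Dqx1 then had an adjusted p of 0.0537 in edgeR. Of 40 splits, no other gave more than 1 gene (1 split as large, the real one), so a chance split of the mice is argued against. Hematoma and proximal cells always lie in different libraries, each shared by the mice of a group and day. The splits cannot exclude a difference between libraries, and region and library cannot be told apart here.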

How the results depend on the processing

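Chosen after seeing the data were the results without samples under 50 cells, without the low-UMI cluster, without conventional dendritic cells or all classes higher at day 5 in the denominator, without mice under 5 B cells or HPCs, and the pooled tests of pseudotime. Of 271 values under the alternatives chosen earlier 210 were counted as unchanged, and of 283 values without 1 mouse 249 were. For tests and lists, unchanged means the same direction and side of the threshold. For shares, scores, pseudotime and medians it means within the spread of the main value, and for counts of genes within a set ratio. A value counted as unchanged can therefore have turned its sign. The NE pseudotime difference was -6.72 with a spread of 16.14, and 2.26 without the first mouse of day 5. For values below that were not counted as unchanged, the cause was not tested, except that fewer counts or mice lower power by construction. The mouse number as block changed the edgeR counts of genes to 10 (IE), 52 (NE) and 5 (young), and the correlations of samples sharing a number, -0.161 to 0.286, give no sign of pairs. Depth limits small changes, as in the thinned sums. The 6 samples alone cannot give a difference between groups.

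B cell share (percentage points between days): by RNA counts IE proximal -1.851 and NE proximal -3.243; by CD19 protein NE proximal -6.01, young hematoma 5.864, young proximal 6.223, young distal 4.66, pooled hematoma -0.5094, hematoma minus proximal 5.261 and minus distal 5.356. Without neutrophils and myeloid precursors in the denominator young distal was -10.69 and hematoma minus proximal -3.499. A smaller denominator raises every share, so values with classes left out are on another scale than those over all kept cells. Without every class with a higher mean at day 5 in the IE hematoma the differences were -17.25 (IE hematoma), -1.855 (IE proximal), -17.27 (IE distal), 2.564 (NE hematoma), -14.47 (NE distal), -7.035 (young hematoma), -18.72 (young distal), -7.24 (pooled hematoma), -15.01 (IE against the others) and -7.02 (hematoma minus proximal), and the B cell share over all kept cells 22.51%. Hematoma minus proximal was -2.081 with the other ribosomal reading and -2.221 without the low-UMI cluster, and hematoma minus distal 0.09028 with the margin rule. Without single mice these 2 ranged from -2.566 to -1.431 and from -1.169 to 0.4814.

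Counts of genes in the order IE, NE, young were 33, 63 and 17 with DESeq2 without block and 50, 150 and 21 with block. Voom called 327 in NE; hematoma samples alone 1 in NE and 0 in young (edgeR; DESeq2 above; 870 at an unadjusted p under 0.05 over all samples); no filter 9 in NE and 2 in young; thinned sums 1 and 1; the 6 samples alone 0, 152 and 0; an adjusted p under 0.1 gave 16 in IE and 74 in NE; the other ribosomal reading 8 in young. IE against NE gave 28 and 33 with DESeq2, 9 with voom, 1 with hematoma samples alone and 5 with the other ribosomal reading, and IE against young 4, 4 and 1 (hematoma alone). Without single mice the counts were 2 (first IE mouse of day 2) to 96 (second of day 2), 5 (second NE mouse of day 2) to 15 (first of day 2), 0 (second young mouse of day 2) to 6, and 2 to 12 for IE against NE. Median absolute log2 fold changes were 0.206 and 0.2556 without filter in IE and NE and 0.2879, 0.2755 and 0.2504 in thinned sums, and without single mice 0.172 to 0.2232, 0.1806 to 0.2032 and 0.1905 to 0.2283. Between regions DESeq2 called 32 (hematoma against proximal) and 1 (proximal against distal, 0 in edgeR with 677 at an unadjusted p under 0.05).

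Lists (adjusted p from camera): B cells in IE 0.2293 with an estimated correlation and 0.5198 without B cells; in NE 0.01955 without B cells, 0.04029 with 6 samples and 0.005149 to 0.8363 without single mice; in young 0.3384 (thinned, higher), 0.005212 (without B cells, higher) and 0.0152 to 0.7867 without single mice. Interferon in NE 0.5974 (estimated correlation) and 0.1692 (thinned), in young 0.2485, in monocytes 0.3392 (NE) and 0.3979 (young), all with an estimated correlation unless named, and in IE neutrophils 0.006503 to 0.3668 without single mice.

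The B cell score was 0.0677 with 8 genes and -0.2829 for B cells by RNA counts. Pseudotime in IE was -18.54 by diffusion and -25.4 as a mean; without HPCs diffusion gave -1.73 (IE), 1.96 (young) and 0.18 (pooled). Single genes: Pax5 0.04 without B cells, Thbs1 -0.008 with voom. Without single mice: Il7r -0.455 to 0.249, Ifngr1 -1.019 to 0.979, Ifnar1 -0.607 to 0.622, Cd24a -0.357 to 0.076, Ckb -0.128 to 2.007, Thbs1 -0.387 to 4.968, and in young monocytes Dhx58 -0.478 to 0.53, Ifi35 -0.44 to 0.257 and Parp12 -0.034 to 0.133.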

Differences from the paper's values

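No value stated in the paper's text or tables differed by more than the spread between mice and by more than 1.5 times. The paper keeps 12913 cells and 14810 single cells, and the values here are 13363 and 14836. It gives a median of 2100 genes, and the median here is 2868 over all single cells.

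The following statements and values do not match. The paper states that fold changes were larger in IE mice, and the median absolute log2 fold change was 0.169 in IE, 0.181 in NE and 0.182 in young mice. Among called genes it was 1.72, 0.70 and 0.69, the paper's order, and the largest called values were 3.90 (Oas1g, IE), -4.21 (Iglc2, NE) and 1.65 (Ifi27l2a, young). It reports 8 B cell genes as lower in IE hematomas, at an adjusted p under 0.1 and an absolute log2 fold change above 0.5 in its legend. All 8 were negative here, 7 lay beyond that fold change and none reached that adjusted p in edgeR. DESeq2 without block reaches that limit for Ralgps2 (adjusted p = 0.0368) and Cd19 (0.0540), DESeq2 with the mouse number as block for Ralgps2 (0.00885), Cd19 (0.0282) and Blk (0.0819), edgeR with that block for Ralgps2 (0.0860) and Cd19 (0.0940), and thinned sums for Ralgps2 (0.0487) and Cd79a (0.0392). Of the 23 genes labelled in Fig. 4A, 7 pass the paper's limits in edgeR, 19 with DESeq2 without block and 20 with the block.

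The paper found no enriched gene sets in NE and young hematomas at its thresholds. Here the interferon response list was higher in both at the preset correlation and not at an estimated one (adjusted p = 0.5974 and 0.2485 in camera). It states that none of its interferon genes changed in NE mice, where Ifi35 passed here over all cells (log2 fold change 0.60, adjusted p = 0.0244 in edgeR). It reports interferon genes higher in neutrophils of IE hematomas, where the list had a median of -0.04, from -0.345 to 0.209 without single mice, so its direction is open.

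In Fig. 3, t-tests call the shares of B cells in the IE hematoma, while an exact permutation test on 3 mice per day reaches 0.1 at best. For pseudotime the paper's test took cells as replicates, and the values here are medians per mouse. In Fig. 5D, read by eye, medians go from about 28 to about 8 in IE, from about 21 to about 17 in NE and from about 27 to about 12 in young mice, on another scale. The difference per mouse was -6.72 in NE and -7.01 in young mice here, both within the spread between mice. As a mean over the cells of a mouse it was 2.01 and -11.12, and by diffusion pseudotime -7.52 and 1.3, so the order of these 2 groups is open. With all cells of a group pooled it was -0.05 and -33.84, against -31.05 in IE mice. The paper's text ranks IE mice highest, then NE and young mice. By mouse IE stands highest here with HPCs counted in (-34.95), and young mice without them (-10.23, against -7.83 in IE and -1.94 in NE). With pooled cells young mice stand highest with HPCs, and IE mice without them (-7.49, against -0.09 in NE and -6.67 in young mice). The B cell score also took cells as replicates, from about 0.75 to about 0.70 in Fig. 4D, read by eye. The paper scored another list. Here the difference was -0.148 on 37 B cell genes and -0.2829 for B cells by RNA counts, the paper's direction, and 0.068 on 8 genes the paper names, within the spread of 0.228. The paper reports lower Il7r and higher Ifngr1 in B cells of the IE hematoma, where the values were -0.05 and 0.31 on the log2 scale and neither passed edgeR or DESeq2. The paper names 12 cell types with eosinophils by Snhg9, and here that gene leads a cluster that stayed unnamed.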

Other observations

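In monocytes of NE hematomas 62 genes were higher and 108 lower at day 5. Without single mice the 170 genes became 59 to 131, and those of IE monocytes (20) 2 to 31 and of young monocytes (17) 1 to 18. The NE sums hold at least 77 monocytes each, of 3 mice per day, against 13 to 96 of 2 mice in IE and 11 to 39 of 3 in young mice, and the NE library of day 5 has an estimated 43.08% of undetected doublets, so the counts do not rank the groups. The class I genes H2-Q4 (log2 fold change 1.89, standard error 0.32, adjusted p = 0.000286 from edgeR), H2-Q7 (2.30) and H2-D1 (adjusted p = 0.000841) and the immunoproteasome subunit Psmb8 (0.81, adjusted p = 0.000286) rose, while Abca13, a lipid transporter (-2.53), and Lamc1, a laminin chain (-2.26), fell. H2-Q4, Psmb8, Abca13 and Lamc1 passed without any single NE mouse, and H2-Q7 did not without the first of day 2 (adjusted p = 0.0547 in edgeR). In IE monocytes 11 genes were higher and 9 lower. Ly6a, a surface protein induced by interferon, rose by a log2 fold change of 3.99 (standard error 0.90, adjusted p = 0.0273). Socs3, an inhibitor of cytokine signalling (-4.78, adjusted p = 0.0135), the formyl peptide receptor Fpr2 (-2.88), the lectin receptor Clec4e (-1.90) and the chemokine receptor Ccr1 (-1.57) fell there. Without the second mouse of day 5 the adjusted p was 0.916 for Ly6a, 0.610 for Ccr1 and 0.607 for Socs3, Fpr2 and Clec4e. Without the second mouse of day 2 it was 0.370 for Ly6a, 0.229 for Ccr1, 0.435 for Clec4e and 0.0772 for Socs3, without the third of day 2 0.123 for Ly6a, 0.110 for Ccr1, 0.0502 for Clec4e and 0.112 for Fpr2, and without the first of day 5 0.0611 for Fpr2. In young monocytes 12 genes were higher and 5 lower, among them Fbxl5, a regulator of iron (-1.38, adjusted p = 0.000476), which passed without any single mouse.

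Interferon response genes were higher at day 5 in both marrow regions. The median log2 fold change was 0.505 in IE proximal, 0.386 in NE proximal, 0.156 in NE distal and 0.515 in young distal marrow, past the preset camera test, with an adjusted p of 0.445, 0.227, 0.998 and 0.393 with an estimated correlation. The erythroid list was lower in the hematoma than in the proximal marrow (median -1.24, adjusted p = 1.89e-18 in camera, 0.0990 with an estimated correlation). The neutrophil share in the proximal marrow of IE mice was 15.25% and 29.44% at the 2 days (exact permutation p = 0.1).

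With 3 mice against 3 there are 10 splits, too few for a share under 0.05. The real counts of genes were 8 (IE), 40 (NE) and 5 (young), and the highest of the other splits 105, 0 and 2, with 3, 1 and 1 splits as large. The 105 points to a structure of the IE samples. Medians of the absolute log2 fold change were 0.169, 0.181 and 0.182 against 0.2277, 0.1481 and 0.2197, with 9, 1 and 5 splits as large. For the B cell list the smallest p of the other splits was 8.696e-08, 2.021e-11 and 3.087e-09 in the camera test, with 1, 6 and 7 splits as small, and for the interferon response list 1.487e-13, 7.014e-12 and 7.637e-13 in the camera test, with 1, 2 and 1. In monocytes it was 6.084e-22 (NE) and 9.173e-12 (young) in the camera test, with 4 and 2. For the differences of IE from NE and from young mice, 6 and 12 of 50 splits called as many genes as the real 3 and 2, with highest others of 15 and 50, so chance cannot be excluded for these counts. Between proximal and distal marrow all 40 splits matched the real count of 0, with 677 genes at an unadjusted p under 0.05 in edgeR and 1 called by DESeq2.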
